# Core transcriptome network modulates temperature (heat and cold) and osmotic (drought, salinity, and waterlogging) stress responses in oil palm

**DOI:** 10.3389/fpls.2024.1497017

**Published:** 2024-12-23

**Authors:** Fong Chin Lee, Wan-Chin Yeap, Shao Yong Kee, Harikrishna Kulaveerasingam, David Ross Appleton

**Keywords:** oil palm, abiotic stresses, core transcriptome, RNA-seq, differential expressed genes

## Abstract

Oil palm (*Elaeis guineensis*) yield is impacted by abiotic stresses, leading to significant economic losses. To understand the core abiotic stress transcriptome (CAST) of oil palm, we performed RNA-Seq analyses of oil palm leaves subjected to drought, salinity, waterlogging, heat, and cold stresses. A total of 19,834 differentially expressed genes (DEGs) were identified. Cold treatment induced the highest number of DEGs (5,300), followed by heat (4,114), drought (3,751), waterlogging (3,573), and, lastly, salinity (3096) stress. Subsequent analysis revealed the CAST of oil palm, comprising 588 DEGs commonly expressed under drought, salinity, waterlogging, heat, and cold stress conditions. Function annotation of these DEGs suggests their roles in signal transduction, transcription regulation, and abiotic stress responses including synthesis of osmolytes, secondary metabolites, and molecular chaperones. Moreover, we identified core DEGs encoding kinases, ERF, NAC TFs, heat shock proteins, E3 ubiquitin-protein ligase, terpineol synthase, and cytochrome P450. These core DEGs may be potential key modulators that interplay in triggering rapid abiotic stress responses to achieve delicate equilibrium between productivity and adaptation to abiotic stresses. This comprehensive study provides insights into the key modulators in the CAST of oil palm, and their potential applications as markers for selecting climate-resilient oil palms or opportunities to develop future climate resilient oil palm using genome editing.

## 1 Introduction

Rapid climate change has caused unfavorable environmental effects including drought, salinity, heat, waterlogging, and cold, collectively known as abiotic stress. These abiotic stresses affect plant growth and development, preventing plants from reaching their full potential and causing plant death if the stress level exceeds their tolerance. These adverse effects led to a drastic decrease in productivity and quality and substantial economic losses in various crops including maize and soybean, which are severely affected by drought (Zipper et al., 2016), while salinity stress negatively affects the rice grain filling, leading to yield decrease (Li et al., 2023). If crops fail to respond and adapt fast to abiotic stresses caused by climate change, poor crop productivity will eventually threaten global food security (Warsame et al., 2023).

Plants are constantly exposed to abiotic stresses from the external environment. To circumvent the negative impact from abiotic stress, plants have adopted different stress-response strategies including stress avoidance, escape, and tolerance mechanisms, modulating the morphological, biochemical, and physiological changes at the cellular and molecular level (Kashyap et al., 2021; Saharan et al., 2022). These short-term and long-term responses determined by the severity of abiotic stress and the physiological stage of the plants lead to plant survival and to achieve a delicate equilibrium between productivity and adaptation (Shavrukov et al., 2017; Ali et al., 2022).

Achieving a balance between energy consumption and generation increases the chances of plant survival in harsh environments (Suzuki et al., 2012). To achieve that, plants must be able to perceive the external and internal signals fast and concisely. Different signaling pathways are involved in plant abiotic stress responses including abscisic acid (ABA)-dependent or -independent, mitogen-activated protein kinase (MAPK), and calcium cascade transduction (Xiang et al., 2007; Kong et al., 2011; Bharti et al., 2021). During unfavorable conditions, a stress signal is first perceived by a plant organ and cascaded to different parts of plant cells through signaling molecules such as plant hormones that include ABA, auxin and ethylene, secondary messengers like reactive oxygen species (ROS), calcium ion (Ca^2+^), nitric oxide (NO), and secondary metabolites (Boncan et al., 2020; Zhu et al., 2021; Foyer and Hanke, 2022; Waadt et al., 2022). A signaling cascade transduction and stress-responsive transcription factors (TFs) in the nucleus stimulate and reprogram the transcription of stress-responsive genes to produce functional proteins involved in metabolic processes including photosynthesis, respiration, glycolysis, and lipid metabolism. Those TFs implicated in abiotic stress response include WRKY (Li et al., 2020), APETALA2/ethylene responsive factor (AP2/ERF) family (Wu et al., 2022), MYB (Wang et al., 2021), and basic helix-loop-helix (bHLH) (Qian et al., 2021). Precise reprogramming of abiotic stress-responsive gene expression will contribute to plant resistance and tolerance to abiotic stresses.

Numerous reports highlighted the close relationship between ROS signaling, redox homeostasis, and photosynthesis in abiotic stress responses (Sachdev et al., 2021). Under unfavorable conditions, photosynthesis is negatively impacted, leading to stomata closure and reduction in carbon dioxide level within cells (Sharma et al., 2020). The ROS scavenging enzymes are then produced to regulate the cellular ROS concentration, to protect plant cells from oxidative damage that is detrimental to plant health. These ROS scavenging enzymes include superoxide dismutase (SOD), ascorbate peroxidase (APX), catalase (CAT), glutathione reductase (GR), glutathione S-transferase (GST), and peroxiredoxin (PRX) (You and Chan, 2015). Meanwhile, osmo-protectants are synthesized to adjust cellular osmotic pressure including amino acids (proline), sugars (trehalose and sucrose), and alcohols (Mishra et al., 2022). Homeostasis of cellular proteins is maintained by chaperones such as heat shock proteins (HSPs) and small heat shock proteins (sHSPs) that safeguard proteins against degradation induced by abiotic stresses (Kummari et al., 2020; Neto et al., 2020). These responses enable plants to achieve an ideal homeostatic state for adapted growth and development under harsh environments.

Oil palm (*Elaeis guineensis*) is a highly productive oil crop, contributing to approximately 40% of the global vegetable oil demand and ranked as the most consumed vegetable oil globally (Murphy et al., 2021; John Martin et al., 2022). Constant exposure to various abiotic stresses has negatively impacted oil palm yield performance (Abubakar et al., 2022). The severe El Niño events in 2015–2016 resulted in abnormal frond development and low floral sex ratio that negatively impacted palm oil yield (Kamil and Omar, 2016, 2017). The increase of air temperature due to the El Niño event will impose severe water stress on oil palm and was predicted to cause a decrease in total annual oil palm yield (Oettli et al., 2018). Waterlogging caused lower oil palm yield in high-flooded areas as compared with non-flooded areas (Fadila et al., 2024). Moreover, scarcity in arable land and increasing global population have amplified the effort to improve the current oil palm planting materials with climate resilience traits. To achieve this, a genome-wide gene expression analysis using an omics approach has been applied to understand the oil palm responses and tolerance to abiotic stress, including drought (Wang et al., 2020; Leão et al., 2022; Salgado et al., 2022), salinity (Bittencourt et al., 2022; Ferreira et al., 2022), waterlogging (Nuanlaong et al., 2020; Lim et al., 2023), heat (Maryanto et al., 2021), and cold (Saand et al., 2022). A multi-omics integration (MOI) study on oil palm in response to drought and salinity revealed similarities, particularly in the cysteine and methionine metabolisms (Leão et al., 2022). Transcriptome analysis of oil palm roots under waterlogging stress revealed the importance of ROS-scavenging enzymes in conferring waterlogging tolerance (Nuanlaong et al., 2020). These studies establish a foundation for oil palm responses to individual or dual abiotic stresses. However, no comprehensive study was carried out to unravel the oil palm core abiotic stress transcriptome (CAST) to all five abiotic stresses influenced by climate change, including drought, salinity, waterlogging, heat, and cold stresses. As such, we performed a comparative study of oil palm leaf transcriptome subjected to drought, salinity, waterlogging, heat, and cold stress to understand oil palm core transcriptomic response networks to multiple abiotic stresses. These findings will enhance the current knowledge in oil palm stress responses to multiple abiotic stresses. Moreover, the identification of core DEGs provides opportunities in developing climate-resilient oil palms capable of withstanding unpredictable climate changes through marker-selection breeding or genome editing tools.

## 2 Materials and methods

### 2.1 Plant materials, growth condition, and treatments

Six-month-old oil palm *Dura* (Deli *Dura*) seedlings obtained from SD Guthrie Research Sdn. Bhd., Malaysia were planted in polybags filled with equal amount of topsoil. They were acclimatized at 28°C under controlled illumination (350 μmol m^−2^ s^−1^), 12 h of light followed by 12 h of darkness each day in a greenhouse environment for 1 month prior to exposure to different types of abiotic stress treatments for a duration of 2 weeks. All treatments and control were conducted at 28°C except for cold treatment at 10°C and heat treatment at 40°C. Prior to the treatment initiation, all seedlings were well watered to maintain volumetric water content (vwc) at approximately 0.32. For control, heat and cold treatments, the watering schedule was maintained at 200 mL of tap water daily, whereas seedlings under drought treatment received no water for 2 weeks, resulting in vwc dropping to 0.13. For salinity treatment, seedlings were irrigated with 200 mL of 200 mM NaCl daily, and for waterlogging treatment, the water level was maintained at 1 inch above the soil level. Each stress treatment and control were conducted in six biological replicates, respectively. For transcriptome profiling, the third leaf of three oil palm seedlings per replicate were harvested from the three randomly selected biological replicates for each treatment and control. The leaf samples were flash-frozen in liquid nitrogen and stored at −80°C until RNA isolation.

### 2.2 RNA extraction, library preparation, and Illumina sequencing

Total RNA of oil palm leaves was extracted from control and treated seedlings using the MN Nucleospin RNA Plant Kit (Macherey-Nagel, Germany) according to the manufacturer’s instructions. The RNA contamination, purity, concentration and integrity were determined using agarose gel electrophoresis, a NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA), the Qubit^®^ RNA Assay Kit of the Qubit^®^ 2.0 Fluorometer (Life Technologies, CA, USA), and an RNA Nano 6000 Assay Kit on the Bioanalyzer 2100 system (Agilent Technologies, CA, USA), respectively. Samples of high quality and quantity were subjected to library preparation. A total amount of 3 μg of RNA per sample was used for sequencing library generation using the NEBNext^®^ Ultra™ RNA Library Prep Kit from Illumina^®^ (NEB, USA) following the manufacturer’s recommendations. Before the library sequencing, each library concentration was quantified using a Qubit^®^ 2.0 Fluorometer (Life Technologies, CA, USA) and diluted to 1 ng/μL for insert size check using a Bioanalyzer 2100 system (Agilent Technologies, CA, USA). These libraries were sequenced in 150-nt paired-end mode using the HiSeq2000 platform (Illumina, San Diego, CA, USA) at Novogene, Beijing, China.

### 2.3 Sequencing reads mapping and quantification of gene expression

The raw data from Illumina HiSeq™ were transformed into sequenced reads by base calling. Raw data were recorded in a FASTQ file, containing the sequence information (reads) and the corresponding sequencing quality information. Reads containing adapter, poly-N (N >10%), and low-quality reads were removed. Those clean reads were then mapped to the oil palm reference genome accession number PRJNA192219 deposited in the NCBI (Singh et al., 2013), using TopHat2 v2.0.12 as the mapping tool (Kim et al., 2013). The mismatch parameter was set to 2 and other parameters were set to default. The HTSeq software was used to analyze gene expression levels by counting aligned reads mapped to genes (Anders et al., 2015). Each gene expression level was quantified using fragments per kilobase of transcript over million mapped reads (FPKM), which normalized the total sequencing depth and gene length for read counts at the same sequencing level (Kim et al., 2013). The FPKM value was set at 0.1 or 1 as the threshold for determining the gene expression. The raw transcriptome data of all 18 samples were deposited into the Sequence Read Archive (SRA) of NCBI under accession number PRJNA775831. The FPKM values of all these samples were deposited in the Gene Expression Omnibus (GEO) database of NCBI under accession number GSE14069613.

### 2.4 Differential gene expression, gene ontology, and KEGG enrichment analyses

Differential gene expression analysis was then performed using the DESeq R package (1.18.0) (Anders and Huber, 2012) based on the negative binomial distribution model. The resulting *p*-values were adjusted using the Benjamini and Hochberg (Benjamini and Hochberg, 1995) approach for controlling the false discovery rate (FDR). Genes with an adjusted *p*-value < 0.05 and |log_2_fold change (FC)| ≥1 were considered as differentially expressed genes (DEGs). The CAST of oil palm was constituted by the DEGs that were commonly identified in the transcriptome of all five abiotic stresses, regardless of their expression pattern. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were carried out using shinyGO (Ge et al., 2020). The GO enrichment analysis classified the DEG functions into three categories: cellular component, biological process, and molecular function. Categories and pathways with FDR *p*-value < 0.05 were considered as significantly enriched (Benjamini and Hochberg, 1995). The transcription factor analysis of DEGs was conducted using the iTAK program V1.2 according to default parameters (Zheng et al., 2016). Volcano plots were generated using the ggplot2 package in R. UpSet plot, bubble plot, and hierarchy clustering were constructed using the SRplot tool (Tang et al., 2023). Jvenn was used to plot the Venn diagram (Bardou et al., 2014).

### 2.5 Quantitative RT-PCR analysis

The first-strand cDNA was synthesized from total RNA of oil palm tissue using the Maxima First Strand cDNA Synthesis Kit (Thermo Scientific, USA) and quantified using StepOne Plus (Applied Biosystems, USA) and Fast SYBR Green Master Mix (Applied Biosystems, USA) according to the manufacturer’s instructions. Dissociation curves were generated to verify the amplification specificity. Independent quantitative RT-PCR (qRT-PCR) runs were conducted in both biological and technical triplicates for different abiotic stress treatments and the calibrated normalized relative quantity (CNRQ) values of transcripts were calculated using delta–delta Ct method (Livak and Schmittgen, 2001). Expression of target genes was normalized to *Gibberellin-responsive protein 2* (*EgGRAS*), *Cyclophilin 2* (*EgCyp2*), and *Pre-mRNA splicing factor SLU7* (*EgSLU7*) (Yeap et al., 2014).

## 3 Results

### 3.1 Transcriptomic profiles and DEGs of oil palm leaves in response to abiotic stresses

To enhance the understanding of oil palm transcriptional changes in response to multiple abiotic stresses, we performed RNA-Seq analysis in Deli *Dura* oil palm leaves. 

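Leaf RNA of Deli Dura oil palm seedlings was sequenced from 6 groups of 3 biological replicates, each taken from 3 seedlings after 2 weeks of treatment. Control seedlings were kept at 28 °C and watered with 200 mL per day, drought-treated seedlings received 0 mL, salinity-treated seedlings were given 200 mM NaCl (0.2 M in the sample labels), and waterlogged seedlings stood in water kept 1 inch above the soil. Heat-treated seedlings were kept at 40 °C and cold-treated seedlings at 10 °C. The authors removed reads with adapters, ambiguous bases or low quality, aligned the rest with TopHat2 to the oil palm reference genome of Singh et al., which the paper cites, counted reads per gene with HTSeq and computed FPKM from the counts; the version of the assembly is not given in the sources used here. The deposited counts were used, for 30606 genes in each library, of which 29750 carry an NCBI gene number (written here with the prefix LOC) and 856 are gene models that the authors added. Total counts per library ran from 17434882 to 18103289 (median 17909289) in control leaves, 16987168 to 21897603 (median 18220298) under drought, 19343132 to 21291508 (median 21256612) under salinity, 14839345 to 19376063 (median 19167300) under waterlogging, 20556534 to 22126971 (median 21063899) under heat and 18634728 to 20182669 (median 19686429) under cold. edgeR's quasi-likelihood test was run on the 23830 genes that passed its count filter, in one fit of all 18 libraries scaled by TMM, with 12 residual degrees of freedom. As in the paper, a DEG has an adjusted p under 0.05 and a change of at least 2-fold. The paper's own calls came from the DESeq package, which was not run here. Adjustment was by Benjamini-Hochberg within each contrast. Levels are given as CPM, counts scaled to the TMM-adjusted library total, as mean ± SD over 3 libraries. Scaling and the fold minimum are choices that move the counts of DEGs and their direction. The p-values measure the spread between these samples.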

In this study, 18 RNA-Seq libraries (three biological replicates per treatment) were constructed for oil palm under control and treatments including drought, salinity, waterlogging, heat, and cold. Approximately 843 million clean reads and 126.46 Gb clean bases were generated from these 18 libraries with mapping rates to the oil palm reference genome, ranging from 73.26% to 82.41% (**Table 1**). Among these samples, heat-treated samples exhibited the highest mapping rate at more than 81% (**Table 1**).

**Table 1:** Summary of the sequence data and alignment statistics result for each sample.

Samples	Raw reads	Clean reads	Clean bases	Total mapped	Uniquely mapped	Mapping rate
Control_1	46346660	43826976	6.57G	34454485	34184128	78.00%
Control_2	49862810	47241832	7.09G	34860834	34607484	73.26%
Control_3	47402594	44932664	6.74G	35572563	35333391	78.64%
Drought_1	54773672	52262722	7.84G	42400131	42064309	80.49%
Drought_2	43007412	41318284	6.20G	32892954	32675508	79.08%
Drought_3	45428296	43763410	6.56G	35212964	34986700	79.95%
Salinity_1	49294556	46763496	7.01G	37206278	37004959	79.13%
Salinity_2	53431790	50876600	7.63G	41410756	41085872	80.76%
Salinity_3	54283762	51631836	7.74G	40807468	40451408	78.35%
Waterlogging_1	47946264	46113210	6.92G	36754635	36527243	79.21%
Waterlogging_2	48435170	46636170	7.00G	36997110	36770124	78.84%
Waterlogging_3	37450098	36012808	5.40G	28475516	28273001	78.51%
Heat_1	51508760	49749990	7.46G	40711543	40410634	81.23%
Heat_2	53744834	51906452	7.79G	43039645	42776187	82.41%
Heat_3	50084774	48388806	7.26G	40057423	39832383	82.32%
Cold_1	50524182	48791952	7.32G	39408890	39127109	80.19%
Cold_2	46794014	45115870	6.77G	36500149	36305800	80.47%
Cold_3	49575890	47808808	7.17G	38957044	38686761	80.92%

A comparison between treated and control oil palm samples revealed a total of 19,834 DEGs in response to five abiotic stresses; 12,110 (61%) upregulated and 7,724 (39%) downregulated (**Figures 1A, B**). These DEGs were mainly upregulated under various abiotic stress treatments except cold treatment. 

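LOC105037173, a gene for which neither the files nor the reference used here give a description, rose from 0.306 ± 0.178 CPM in control leaves to 275 ± 89.1 under drought, a log2FC of 9.79 (SE 0.70, adjusted p = 8.99e-08), and it was higher under the other 4 stresses as well. LOC105048270, also without a description, fell under all 5 stresses, from 1020 ± 379 CPM in control leaves to 4.64 ± 1.13 under cold, a log2FC of −7.78 (SE 0.66, adjusted p = 1.88e-07). Its smallest fall was under heat, with a log2FC of −2.18 (SE 0.51, adjusted p = 0.00235). Over the 5 stresses the test made 23319 DEG calls, which fell on 10950 genes, or 46% of the genes tested. Of these genes, 5012 were DEGs under 1 stress, 2346 under 2, 1564 under 3, 1217 under 4 and 811 under all 5. The median absolute log2FC of the DEGs was 1.71 under drought, 1.6 under salinity, 1.57 under waterlogging, 1.55 under heat and 1.56 under cold. A change of over 4-fold was found for 1632 genes under drought, 1247 under salinity, 1410 under waterlogging, 1459 under heat and 1781 under cold. Without the fold minimum, an adjusted p alone gives 10152 genes under drought, 10065 under salinity, 11296 under waterlogging, 11763 under heat and 13144 under cold.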

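More DEGs were higher than lower than in control leaves under salinity (2513 and 1170), waterlogging (2873 and 1795), drought (2557 and 1652) and heat (2733 and 2063), with the most even split under cold (3111 and 2852). The share of higher DEGs was 68.2% under salinity, 61.5% under waterlogging, 60.8% under drought, 57% under heat and 52.2% under cold. All 7 genes that Table S2 lists for the flavonoid biosynthetic process, from a term of 14, were higher under drought and salinity, with median log2FC of 3.21 and 3.32 (camera, adjusted p = 0.00195 and 0.00121; adjusted p = 0.324 and 0.301 with an estimated correlation). Under heat none of them was higher and 1 was lower (0 without control replicate 1 or 3, salinity replicate 3, heat replicate 1 or 3 or any drought or cold library), with a median log2FC of −0.06 and no camera call (adjusted p = 0.944). Under waterlogging all 7 were higher (adjusted p = 0.0176; adjusted p = 0.437 with an estimated correlation), but 3 were with limma-trend on FPKM and 3 without waterlogging replicate 3 (adjusted p = 0.0648), and under cold 5 were higher (2 without control replicate 1 or 2 and 3 without cold replicate 1). Camera made no call under cold (adjusted p = 0.0513), but did with the replicate number as a block (0.0487) and without control replicate 3, salinity replicate 1, heat replicate 2, cold replicate 2 or waterlogging replicate 1 or 3 (0.0154 to 0.0497). The study chose this list on the same samples, so it is not independent evidence of a direction; the counts are the same when adjusted over the list alone, apart from heat, where it leaves 0 lower. The split depends on how the libraries are scaled: with library totals in place of TMM factors, an alternative chosen after the data were seen, the share of higher DEGs was 38.4% under salinity, 28.9% under waterlogging, 39.4% under drought, 45.3% under heat and 72% under cold. That scaling moves the median log2FC of all genes to −0.36, −0.46, −0.33, −0.14 and 0.31 in the same order, against −0.04, −0.05, −0.05, 0 and 0.02 with TMM, to which the changes reported here are relative.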

The cold treatment resulted in the highest DEGs (5,300) with 2,683 (51%) upregulated DEGs and 2,617 (49%) downregulated DEGs, indicating that these expressed genes were most impacted by cold stress. 

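Under cold 5963 genes were DEGs. LOC105035002, which neither the files nor the reference name, rose from 1.19 ± 0.343 CPM to 182 ± 22.5, with a log2FC of 7.26 (SE 0.44, adjusted p = 9.44e-09). LOC105059619, also unnamed, fell from 23.5 ± 7.58 CPM to 0.176 ± 0.0374, with a log2FC of −7.01 (SE 0.51, adjusted p = 4.79e-08), and under heat its log2FC was −0.05 (SE 0.33, adjusted p = 0.92). Of the 30 genes of DNA replication that Table S2 lists, from a term of 86, 29 were higher under cold and 1 was lower, with a median log2FC of 1.63 (camera, adjusted p = 1.67e-09; adjusted p = 0.00774 with an estimated correlation); with limma-trend on FPKM, 18 were higher and 0 lower, with a median of 1.26. LOC105051804 of this group had a log2FC of 2.02 (SE 0.18, adjusted p = 3.8e-07) and LOC105051821 one of 1.18 (SE 0.11, adjusted p = 7.14e-07). The group was taken from the study's own cold DEGs, so its count is not independent evidence; it is the same when adjusted over the list alone. Against each other stress, 6419 genes differed directly between cold and drought, 5902 between cold and waterlogging, 5558 between cold and salinity and 5276 between cold and heat.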

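LOC105048398, a gene that the files and the reference do not describe, rose in heat-treated leaves from 0.118 ± 0.116 CPM to 8520 ± 840, a log2FC of 16.06 (SE 0.68, adjusted p = 1.86e-10). LOC105040002, another unnamed gene, had 0 reads in the 3 control libraries and 598 ± 127 CPM under heat, at least 11800-fold higher against a floor of 3 reads over the control group. LOC105042707 and LOC105042708, which the study places in protein processing in the endoplasmic reticulum, reached 7150 ± 761 and 7010 ± 864 CPM, from 12.6 ± 1.94 and 0.915 ± 0.0985 CPM in control leaves. LOC105051082, also unnamed, fell from 24.4 ± 9.24 to 0.203 ± 0.188 CPM, with a log2FC of −6.86 (SE 0.68, adjusted p = 1.32e-06). In all, 4796 genes were DEGs under heat, and heat differed directly from drought in 3926 genes, from waterlogging in 3819 and from salinity in 3366. The rank of heat against waterlogging depends on the setting: without waterlogging replicate 3 there were 4917 DEGs under heat and 5057 under waterlogging, and without heat replicates 1 or 2 there were 4448 or 4574 under heat and 4672 or 4683 under waterlogging. Waterlogging also gave more DEGs than heat with library totals (6013 and 4901) and with limma-trend on FPKM (3517 and 3095). Drought gave more than heat in a test against the 2-fold minimum itself, glmTreat (1841 and 1818).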

Oil palm was moderately impacted by heat treatment resulting in 4,114 DEGs, with 2,361 (57%) upregulated and 1,753 (43%) downregulated genes. 

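Drought gave 4209 DEGs and waterlogging 4668. LOC105046841, for which the files and the reference hold no description, had 1 read in the 3 control libraries together, and scaled for depth its reads were 7170 times as many under drought (95% counting interval 1290 to 283000) and 9430 times as many under waterlogging (1690 to 372000). LOC105053139, likewise unnamed, fell from 8.25 ± 3.24 CPM in control leaves to 0.0829 ± 0.0936 under drought and 0.241 ± 0.272 under waterlogging, with log2FC of −6.62 (SE 0.94, adjusted p = 5e-05) and −5.12 (SE 0.83, adjusted p = 0.000138). The 2 stresses shared 1719 genes higher and 824 genes lower than in control leaves, and 20 genes went in opposite directions. Compared directly, 1674 genes differed between them, 820 higher under drought and 854 higher under waterlogging. Which of the 2 has more DEGs depends on the setting. Separate fits per contrast gave 4076 DEGs under drought and 3945 under waterlogging with edgeR, and 4320 and 4277 with DESeq2, and a test against the 2-fold minimum itself (glmTreat) gave 1841 and 1752. Without waterlogging replicate 1 the numbers were 4414 and 4413.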

Drought treatment exhibited a total of 3,751 DEGs; among them, 2,412 (64%) were upregulated and 1,339 DEGs (36%) were downregulated while waterlogging treatment exhibited 3,573 DEGs with 2,383 (67%) upregulated and 1,190 (33%) downregulated genes (**Figure 1B**). 

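Salinity gave 3683 DEGs. LOC105046866, which the study places among genes of secondary metabolites, rose from 0.441 ± 0.213 CPM in control leaves to 418 ± 200, a log2FC of 9.87 (SE 0.72, adjusted p = 2.3e-07). LOC105037521, which the files and the reference leave without a description, rose from 0.44 ± 0.278 to 212 ± 101 CPM, a log2FC of 8.89 (SE 0.72, adjusted p = 4.32e-07). LOC105055156 and LOC105038105, also without descriptions, fell, with log2FC of −6.81 (SE 0.49, adjusted p = 2.28e-07) and −5.49 (SE 0.56, adjusted p = 3.13e-06). Every count of salinity DEGs with 1 of the 18 libraries left out lay between 3243 and 3847. Salinity had the fewest DEGs under each alternative fit as well, from 1350 with glmTreat, against 1752 under waterlogging, to 10065 by adjusted p alone.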

Salinity treatment has the least impact on oil palm with the least DEGs (3,096) identified; 2,271 (73%) DEGs were upregulated and 825 (27%) were downregulated (**Figure 1B**).

**Figure 1:**
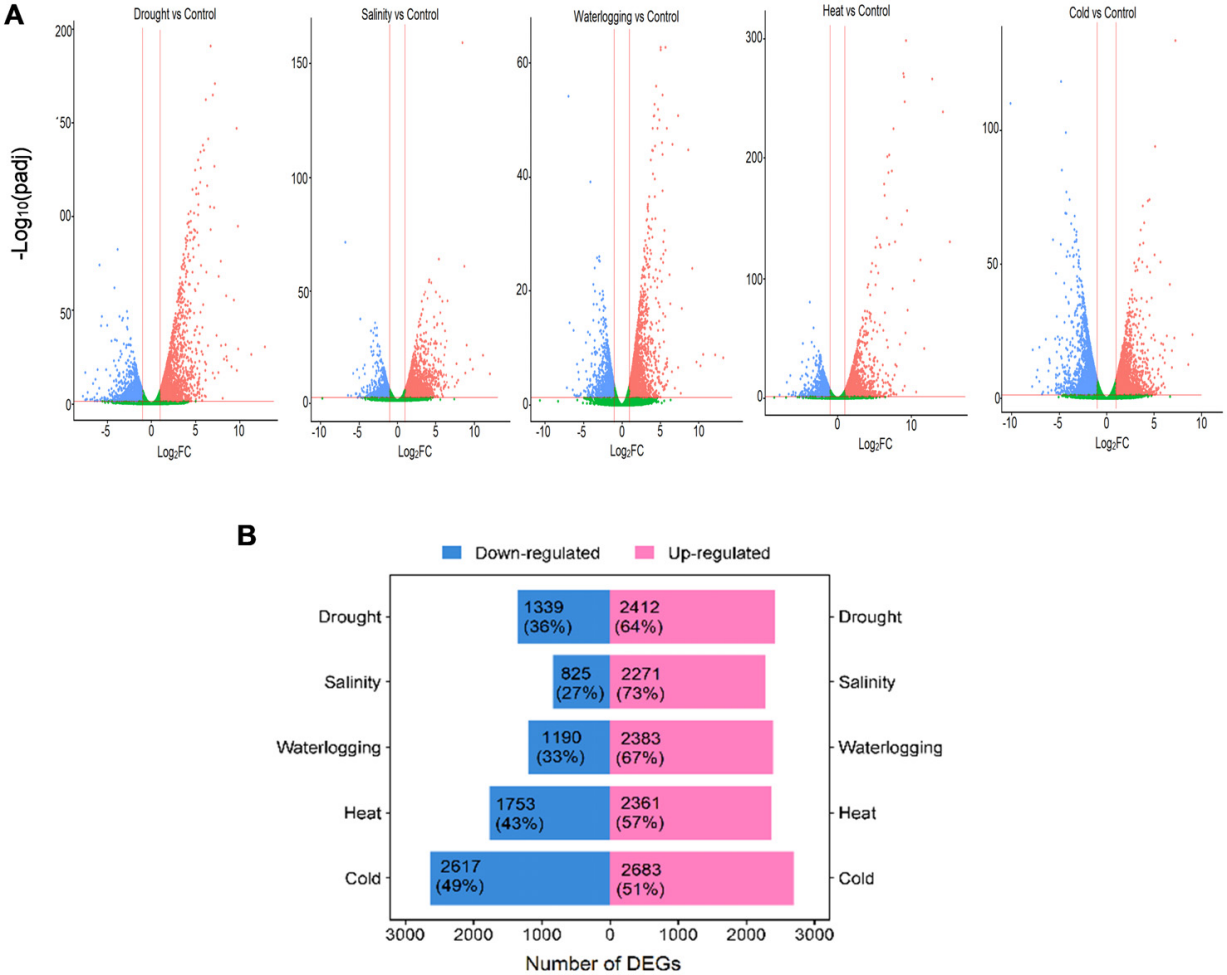
Overview of DEGs in response to abiotic stresses. **(A)** Volcano plots show DEGs of each abiotic stress. Significantly upregulated DEGs (log_2_FC > 1, adjusted *p*-value < 0.05) are highlighted in red dots, and significantly downregulated DEGs (log_2_FC < −1, adjusted *p*-value < 0.05) are highlighted in blue dots. Non-significant genes are shown in green. **(B)** Bar chart shows the total and percentage of upregulated (pink bar) and downregulated (blue bar) DEGs in each abiotic stress.

### 3.2 Functional enrichment classification of DEGs

To understand the function of these DEGs in response to various abiotic stresses, the GO database was used to perform significant enrichment GO analysis based on biological processes, molecular functions, and cellular components (**Supplementary Table S2**). 

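Of the 12 trehalose biosynthesis genes that Table S2 lists, from a term of 19, 8 were higher and 1 was lower under drought (9 higher when adjusted over the list alone), with a median log2FC of 1.77; camera gave an adjusted p of 0.00972 and an adjusted p = 0.147 with an estimated correlation. LOC105039584, the most abundant of them, had a log2FC of 2.72 (SE 0.30, adjusted p = 4.4e-06), whereas LOC105053174 had a log2FC of −0.88 (SE 0.19, adjusted p = 0.00162) and did not reach the 2-fold minimum. Among 7 genes for regulation of the defense response to fungus, from a term of 11, 5 were higher and 2 were lower; the median log2FC was 1.54 and the mean −0.16, and camera gave an upward call with an adjusted p of 0.0212 (adjusted p = 0.181 with an estimated correlation). LOC105044840 and LOC105046002 of this group had log2FC of 4.34 (SE 0.32) and 3.40 (SE 0.31), and LOC105052314 one of 2.19 (SE 0.26). Of 30 UDP-glycosyltransferase genes, from a term of 117, 18 were higher and 12 lower, which camera did not call (adjusted p = 0.149); with library totals in place of TMM factors the numbers were 15 and 12, and with limma-trend on FPKM 10 and 11. Of the trehalose genes 7 were higher and 2 lower with library totals, 6 and 2 with limma-trend on FPKM, and 2 lower without drought replicate 1; of the defense genes 3 were higher and 2 lower with limma-trend. Apart from the trehalose list, these counts are the same when adjusted over the list alone. The partial lists hold only genes that the study had called on these samples, so they are not independent evidence.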

The most significant (FDR < 0.05) and frequently assigned GO for drought stress include “regulation of defense response to fungus” (GO:1900150), “trehalose biosynthetic process” (GO:0005992), “DNA-binding transcription factor activity” (GO:0003700), and “integral component of membrane” (GO:0016021) (**Figure 2A**). 

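All but 1 of the 21 genes of light harvesting, the antenna proteins that bind chlorophyll, were higher under waterlogging (20, none lower) and 16 were higher under salinity, with median log2FC of 1.68 and 1.26 (camera, adjusted p = 4.99e-09 and 7.95e-08; adjusted p = 0.279 and 0.295 with an estimated correlation). LOC105048687, one of the most abundant, had log2FC of 2.06 (SE 0.41, adjusted p = 0.0007) under waterlogging and 1.66 (SE 0.40, adjusted p = 0.00362) under salinity. Its control libraries stood at 1030, 3370 and 3350 CPM. The most abundant, LOC105032174, moved less: it spanned 9650 to 17800 CPM in control leaves, 19900 to 24700 under waterlogging and 16100 to 22700 under salinity. Of 43 photosystem II genes, from a term of 71, 34 were higher under waterlogging and 29 under salinity and none was lower, and of 28 photosystem I genes, from a term of 37, 27 and 21 were higher. For photosystem II camera gave adjusted p of 9.23e-13 and 3.84e-11 (adjusted p = 0.279 and 0.292 with an estimated correlation). Of 17 xyloglucan genes, from a term of 33, 10 were higher and 2 lower under waterlogging and 12 higher (13 adjusted over the list alone) and 2 lower under salinity, with adjusted p of 0.0136 and 0.000671 (adjusted p = 0.301 and 0.211 with an estimated correlation). LOC105049188 of this group, an enzyme group that remodels the cell wall, rose by 5.44 (SE 0.60) and 6.21 (SE 0.61) on the log2 scale. The study chose these lists on the same samples, so they are not independent evidence; the other counts do not change when adjusted over the list alone. With limma-trend on FPKM, 5 xyloglucan genes were higher and 3 lower under waterlogging and 8 and 1 under salinity; with library totals in place of TMM factors the numbers under waterlogging were 9 and 4, and 1 was lower there without control replicate 2 or waterlogging replicate 1. Without salinity replicate 1, 9 light-harvesting, 15 photosystem II and 13 photosystem I genes were higher under salinity, without control replicate 1, 10 light-harvesting and 18 photosystem II genes were, and without waterlogging replicate 3 the adjusted p of the xyloglucan list under waterlogging was 0.0511. With library totals, and equally with limma-trend, 16 light-harvesting genes were higher under waterlogging and 7 under salinity, 25 and 12 photosystem II genes and 21 and 10 photosystem I genes, with 1 photosystem II gene lower under waterlogging with library totals.

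**Figure D1:**
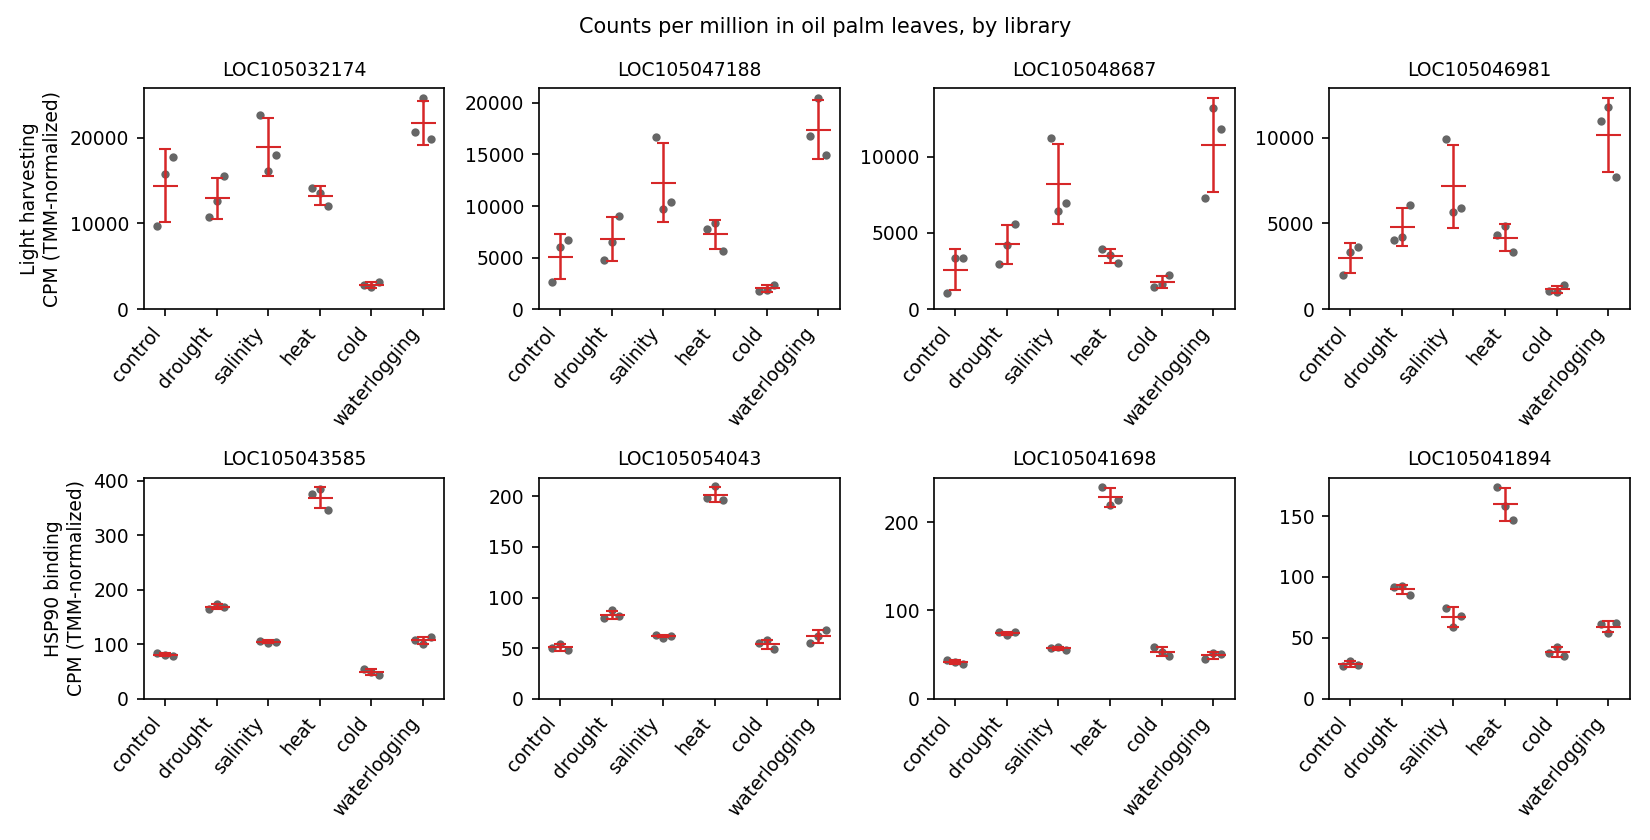
TMM-normalized CPM (y axis, linear) of the 4 most abundant light-harvesting genes (top) and the 4 most abundant HSP90-binding genes (bottom) in the 6 groups (x axis). Points are the 3 libraries of a group, and red lines the mean ± SD. The mean of each light-harvesting gene shown is lowest under cold and that of each HSP90-binding gene shown is highest under heat.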

DEGs for both salinity and waterlogging stresses exhibited similar gene enrichment patterns, with the most significant enriched GO involved in cell wall/membrane synthesis and photosynthesis, such as “xyloglucan metabolic process” (GO:0010411), “cell wall biogenesis” (GO:0042546), “photosystem II” (GO:0009523), “chloroplast thylakoid membrane” (GO:0009535), and “chlorophyll binding” (GO:0016168) (**Figures 2B, C**). Meanwhile, the GO terms enriched by DEGs of heat stress were mainly involved in protein protection, fatty acid biosynthesis, and chaperon synthesis, including “protein folding” (GO:0006457), “protein refolding” (GO:0042026), “fatty acid biosynthetic process” (GO:0006633), and “ATP-dependent protein folding chaperone” (GO:0140662) (**Figure 2D**). 

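Every one of the 11 HSP90-binding genes that Table S2 lists, from a term of 16, was higher under heat, with a median log2FC of 2.18 (camera, adjusted p = 6.92e-11; adjusted p = 0.00898 with an estimated correlation). LOC105041698 had a log2FC of 2.45 (SE 0.09, adjusted p = 4.42e-11) and LOC105041894 one of 2.49 (SE 0.11, adjusted p = 2.93e-10). All 13 genes of the term protein refolding were tested, and 10 were higher and none lower, with a median log2FC of 1.62 (adjusted p = 5.36e-09; adjusted p = 0.00898 with an estimated correlation). LOC105059108 of this term had a log2FC of 2.28 (SE 0.19, adjusted p = 2.7e-07). Of 26 unfolded protein binding genes, from a term of 81, 23 were higher and 3 lower (adjusted p = 5.38e-14; adjusted p = 0.0142 with an estimated correlation), and of 19 chaperone binding genes, from a term of 26, 12 were higher (13 when adjusted over the list alone). Among the 4 most abundant chaperone binding genes, LOC105048385 had the largest change, a log2FC of 5.34 (SE 0.26, adjusted p = 5.19e-10). The 27 fatty acid biosynthesis genes, from a term of 100, split into 13 higher (8 without control replicate 1) and 14 lower, with a median log2FC of −1.12 and a mean of −0.26 (adjusted p = 0.913); with limma-trend on FPKM, 6 were higher and 13 lower, with a median of −0.56. Apart from chaperone binding, adjusting over the list alone left the counts as given; the lists came from the study's own calls on these samples and are not independent evidence.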

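Under cold 14 of the 21 light-harvesting genes were lower and 1 was higher than in control leaves, with a median log2FC of −1.3 (camera, adjusted p = 0.00232; adjusted p = 0.493 with an estimated correlation). LOC105032174, the most abundant of them, fell from 14400 ± 4230 CPM to 2840 ± 329, a log2FC of −2.34 (SE 0.26, adjusted p = 2.67e-06). LOC105048687 spanned 1030 to 3370 CPM in control leaves and 1470 to 2240 under cold, so its libraries overlapped. Of 43 photosystem II genes 26 were lower and 4 higher (adjusted p = 0.00155; adjusted p = 0.538 with an estimated correlation), and of 28 photosystem I genes 17 were lower and 1 higher (adjusted p = 0.000389; adjusted p = 0.487 with an estimated correlation). With limma-trend on FPKM, 9 light-harvesting and 10 photosystem I genes were lower. LOC105033414, of the oxygen-evolving complex, had a log2FC of −2.08 (SE 0.21, adjusted p = 1.2e-06). Of the 13 protein refolding genes 9 were higher and none lower (median log2FC 1.37, adjusted p = 6.36e-06; adjusted p = 0.0327 with an estimated correlation). LOC105042992 of this term had a log2FC of 1.37 (SE 0.11, adjusted p = 1.01e-07). The counts are the same when adjusted over the list alone, and the lists, chosen by the study on these samples, are not independent evidence. Between the stresses, 20 light-harvesting genes were lower under cold than under salinity, and 18 lower than under drought and under heat alike, in the direct tests.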

In cold-treated samples, GO enrichment analyses revealed that “photosynthesis-light harvesting” (GO:0009765) and “protein refolding” (GO:0042026) were the most enriched biological process, “photosystem II” (GO:0009523) was the most enriched cellular component, and “iron ion binding” (GO:0005506) and “oxidoreductase activity” (GO:0016491) were the most enriched molecular function (**Figure 2E**).

**Figure 2:**
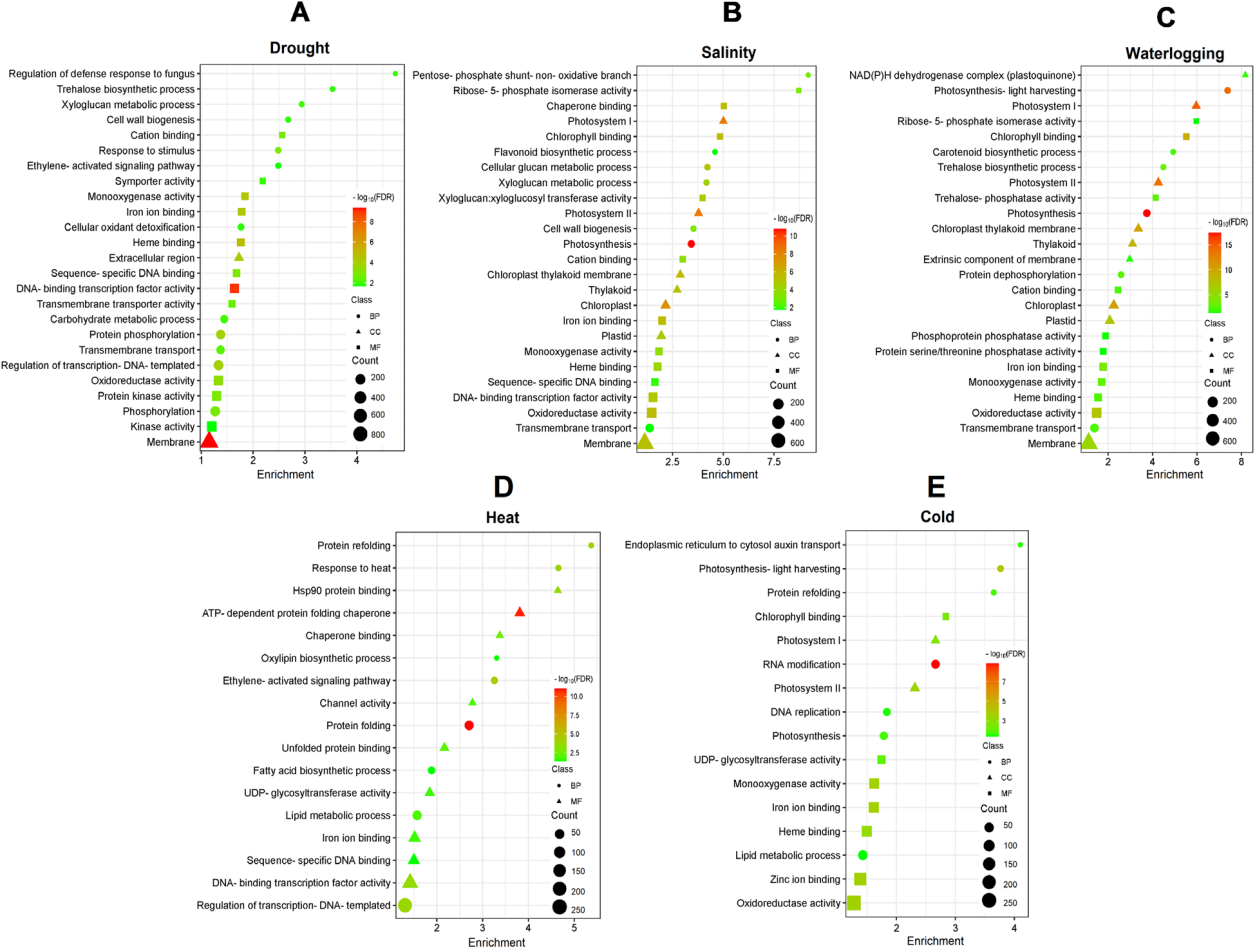
GO enrichment analysis of DEGs under **(A)** drought, **(B)** salinity, **(C)** waterlogging, **(D)** heat, and **(E)** cold treatments. The color gradient from red to green represents the log_10_(FDR) of the enrichment, with red indicating higher significance. The size of each point indicates the count of DEGs associated with the corresponding GO term. Different shapes represent the GO categories: circles for biological process (BP), triangles for cellular component (CC), and squares for molecular function (MF).

### 3.3 Pathway enrichment analysis of DEGs

We conducted KEGG enrichment analysis of DEGs to identify enriched metabolic pathways involved in various abiotic stresses. Those DEGs from drought- and salinity-treated samples were enriched in 18 pathways, while 16 enriched pathways were identified in waterlogging-induced DEGs. Heat-induced DEGs were enriched in 12 pathways, and cold-induced DEGs were enriched in only 7 pathways (**Figures 3**). The KEGG analysis showed that DEGs for drought stress were most significantly enriched in pathways including “flavonoid biosynthesis” (egu00941), “galactose metabolism” (egu00052), and “carbon fixation in photosynthetic organisms” (egu00710) (**Figure 3A**). For salinity stress, DEGs were most significantly enriched in “flavonoid biosynthesis” (egu00941), “carbon fixation in photosynthetic organisms” (egu00710), and “glyoxylate and dicarboxylate metabolism” (egu00630) pathways (**Figure 3B**). In waterlogging, those DEGs were mostly enriched in pathways involving “carotenoid biosynthesis” (egu00906), “carbon fixation in photosynthetic organisms” (egu00710), and “photosynthesis” (egu00195) (**Figure 3C**), while the heat-induced DEGs were significantly and specifically enriched in fatty acid biosynthesis related pathways, such as “linoleic acid metabolism” (egu00591), “galactose metabolism” (egu00052), and “fatty acid elongation” (egu00062) (**Figure 3D**). Moreover, the most enriched pathways for cold induced DEGs were “photosynthesis” (egu00196), “biosynthesis of various plant secondary metabolites” (egu00999), and “circadian rhythm” (egu04712) (**Figure 3E**).

**Figure 3:**
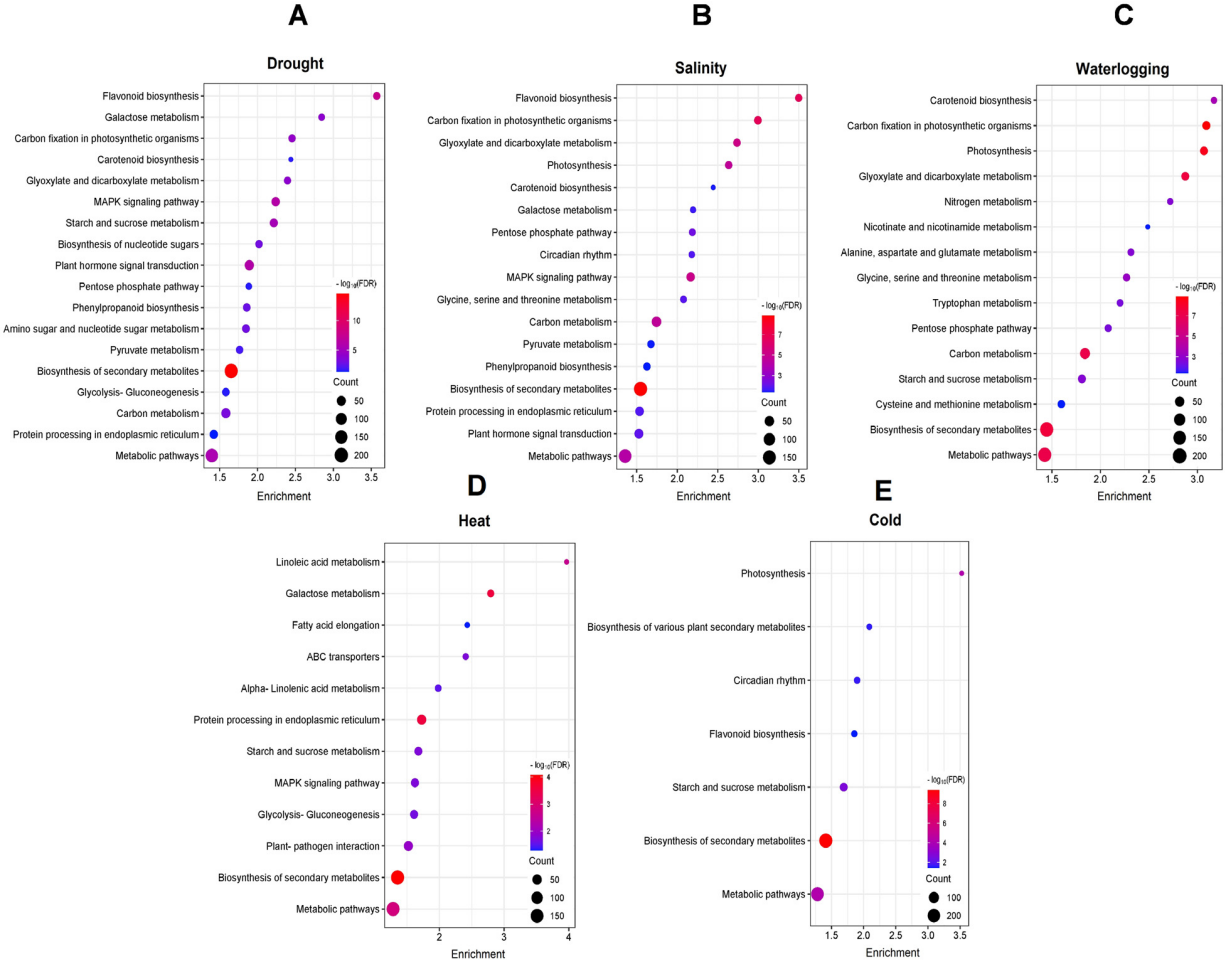
KEGG pathway enrichment analysis of DEGs under **(A)** drought, **(B)** salinity, **(C)** waterlogging, **(D)** heat, and **(E)** cold treatments. The color gradient from red to blue represents the log_10_(FDR) of the enrichment, with red indicating higher significance. The size of each point indicates the count of DEGs associated with the corresponding pathway.

Notably, several pathways were unique and specifically enriched by DEGs associated with a particular abiotic stress. Drought-induced DEGs were enriched uniquely in the “amino sugar and nucleotide sugar metabolism” (egu00520) pathway. Pathways associated with amino acid biosynthesis, including “alanine, aspartate and glutamate metabolism” (egu00250), “cysteine and methionine metabolism” (egu00270), and “tryptophan metabolism” (egu00380) were enriched specifically in the waterlogging-induced DEGs. Under heat stress, DEGs were enriched uniquely in pathways like “ABC transporters” (egu02010) and “plant-pathogen interaction” (egu04626) while cold-induced DEGs were enriched uniquely in the “circadian rhythm” (egu04712) pathway. These results suggest the involvement of two distinct regulatory networks including a crosstalk mechanism between various abiotic stress responses and the unique mechanism for each abiotic stress response in oil palm.

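Drought and salinity shared 1884 genes higher and 732 genes lower than in control leaves, and heat and cold shared 1179 and 955. The largest shared number was that of salinity and waterlogging, 2048 higher and 860 lower, and the same pair differed directly in 148 genes. The heat shock protein gene LOC105041259 was among them, at 12.9 ± 3.07 CPM under salinity and 1.51 ± 0.0746 under waterlogging, a log2 difference of 3.09 (SE 0.41, adjusted p = 0.0028). Independent lists of these sizes would share 270 and 81.1 genes for drought and salinity, 357 and 247 for heat and cold, and 303 and 88.1 for salinity and waterlogging. In 20 simulations of unchanged groups and controls no gene was shared for these 3 pairs. Where no gene changes almost no call is made, so that result does not bear on the shared controls. The correlation of log2FC across genes was 0.802 for drought and salinity, 0.51 for heat and cold and 0.838 for salinity and waterlogging, against 0.492, 0.511 and 0.487 in the simulations. The covariance was 0.981 for drought and salinity, 0.708 for heat and cold and 0.978 for salinity and waterlogging, against 0.068 for each of them in the simulations; genes are not independent replicates, and the 3 control libraries are too few to be split, so part of the excess may come from the shared controls. Genes that were DEGs in opposite directions numbered 241 for cold and waterlogging, 179 for drought and cold, 167 for salinity and cold and 146 for heat and cold. The count of 148 rests on single libraries: it was 72, 52 and 630 without waterlogging replicate 1, 2 and 3, and 63 and 62 without salinity replicate 2 and 3. Salinity replicate 1 and waterlogging replicate 3 had a higher median correlation with the other group (0.394 and 0.377) than with their own (0.367 and 0.317). From its pathway enrichment results, the paper proposes that oil palm has both crosstalk between abiotic stress responses and a mechanism unique to each.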

### 3.4 DEGs commonly expressed in five abiotic stresses constitute oil palm core abiotic stress transcriptome

We further identified those genes uniquely expressed within the stress treatment or co-expressed by multiple stresses using UpSet plot analysis. An enhanced number of unique DEGs were identified under cold and heat treatments, with 2,405 DEGs and 1,130 DEGs, respectively, indicating a greater sensitivity of oil palm towards temperature variations (**Figure 4**). 

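Cold alone gave 2423 DEGs, 40.6% of its DEGs, of which 1259 were higher and 1164 lower than in control leaves, and heat alone gave 1191, 24.8% of its DEGs, with 653 higher and 538 lower. An effect past the threshold in 1 stress and not in another does not show a difference, so each gene was also compared directly: 1698 of the cold genes and 649 of the heat genes differed from all 4 other stresses in the direction of their call. LOC105033962, the beta-1,3-endoglucanase of Table 2, an enzyme that cleaves wall glucans, was at 105 ± 80.1 CPM under heat and 0.556 ± 0.657 in control leaves, a log2FC of 7.54 (SE 0.96, adjusted p = 1.41e-05). LOC105032553, an aminocyclopropane-carboxylate oxidase of ethylene synthesis, had a log2FC of 6.21 (SE 1.00, adjusted p = 0.000204), at 5.48 ± 3.69 CPM; without control replicate 1 its log2FC was 9.75. The transcriptional adapter ADA2-like gene LOC105032798 rose under cold by 5.51 (SE 0.66, adjusted p = 5.58e-06) on the log2 scale, and under heat its log2FC was 2.49 (SE 0.74, adjusted p = 0.0116), a call that was lost without heat replicate 1 (2.07) and with DESeq2 on these 2 groups alone. Of the paper's lists in Table 2, 5 of 8 tested heat genes and 4 of 7 tested cold genes were DEGs under that stress alone.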

A total of 597 DEGs were expressed specifically in drought stressed samples, 495 DEGs were unique to waterlogging treatment, and 160 unique DEGs were induced by salinity stress. **Table 2** shows the 10 prominently upregulated DEGs unique to the specific abiotic stress treatment. Moreover, 588 core DEGs were identified as commonly expressed genes in drought, salinity, waterlogging, heat, and cold stresses (**Supplementary Table S1F**).

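Drought alone gave 580 DEGs (266 higher, 314 lower), waterlogging alone 663 (358 and 305) and salinity alone 155 (84 and 71). Compared directly, 142 of the drought genes and 32 of the waterlogging genes differed from all 4 other stresses, and 0 of the salinity genes did in edgeR's test (8 at an unadjusted p under 0.05, 3 with DESeq2 in 1 fit and 1 with limma-trend). The number for drought was 77 or 91 without drought replicate 1 or 2, and the number for salinity 1 without drought replicate 2 and 4 without salinity replicate 3. The number for waterlogging was 16, 5 and 158 without waterlogging replicate 1, 2 and 3, 3 and 5 without salinity replicate 2 and 3, 18 and 21 without control replicate 1 and 3, and 18 and 20 without drought replicate 1 and 2. LOC105035682, a wall-associated receptor kinase 2-like gene, had log2FC of 4.00 (SE 0.77, adjusted p = 0.000714) under drought and 1.87 (SE 0.84, adjusted p = 0.086) under salinity. The ethylene-responsive transcription factor LOC105039877 had log2FC of 3.34 (SE 0.81, adjusted p = 0.0037) under drought, at 1.77 ± 0.818 CPM. Under waterlogging LOC105059530, a TIFY 5A-like gene, rose to 5.03 ± 3.58 CPM from 0.391 ± 0.284, a log2FC of 3.66 (SE 0.68, adjusted p = 0.000449). The polygalacturonase inhibitor-like gene LOC105061250, listed for salinity, had log2FC of 3.67 (SE 1.05, adjusted p = 0.0111) under salinity and 3.84 (SE 1.06, adjusted p = 0.00771) under waterlogging. Of the 51 genes in Table 2, whose values were seen before the counts were tested, 37 passed the count filter, 36 were DEGs under their own stress, 15 of them under no other and 21 under another as well. With limma-trend on FPKM, 6 of 10 tested drought genes of that table, 1 of 5 salinity genes, 6 of 7 waterlogging genes, 7 of 8 heat genes and 3 of 7 cold genes were higher under their own stress.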

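Under all 5 stresses 811 genes were DEGs, 3.4% of those tested, 494 of them higher in each stress, 271 lower in each and 46 of mixed direction. LOC105046003, which the files and the reference do not describe, rose from 13.4 ± 1.25 CPM in control leaves to 111 ± 9.21 under drought, a log2FC of 3.05 (SE 0.17, adjusted p = 1.09e-08), and its smallest log2FC was 2.46 (SE 0.16, adjusted p = 1.8e-08) under cold. LOC105057316, also without a description, was lower in each stress, with log2FC from −1.33 (SE 0.10) under cold to −1.57 (SE 0.10) under salinity and a largest adjusted p of 1.04e-07, under waterlogging. The zinc finger A20 gene LOC105037254 had log2FC from 1.58 (SE 0.23) under cold to 3.88 (SE 0.25) under drought. Independent lists of the same sizes would give 6.42 genes in all 5, but the 5 lists share their 3 control libraries and are not independent. That number is therefore no measure of chance for the 811 genes in all 5. In 20 simulations of unchanged groups and controls there were none, which says little, since almost no call is made where no gene changes. Of the 588 genes in Table S1(f), 587 were tested, 559 were also DEGs in all 5 stresses here and 580 in at least 4, and 252 genes were called here and are not in that table. The log2FC in that table and those computed here, both from the same samples, had the same sign for all 587 genes in each stress. Without the fold minimum the number in all 5 was 3408, and with glmTreat it was 187.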

**Figure 4:**
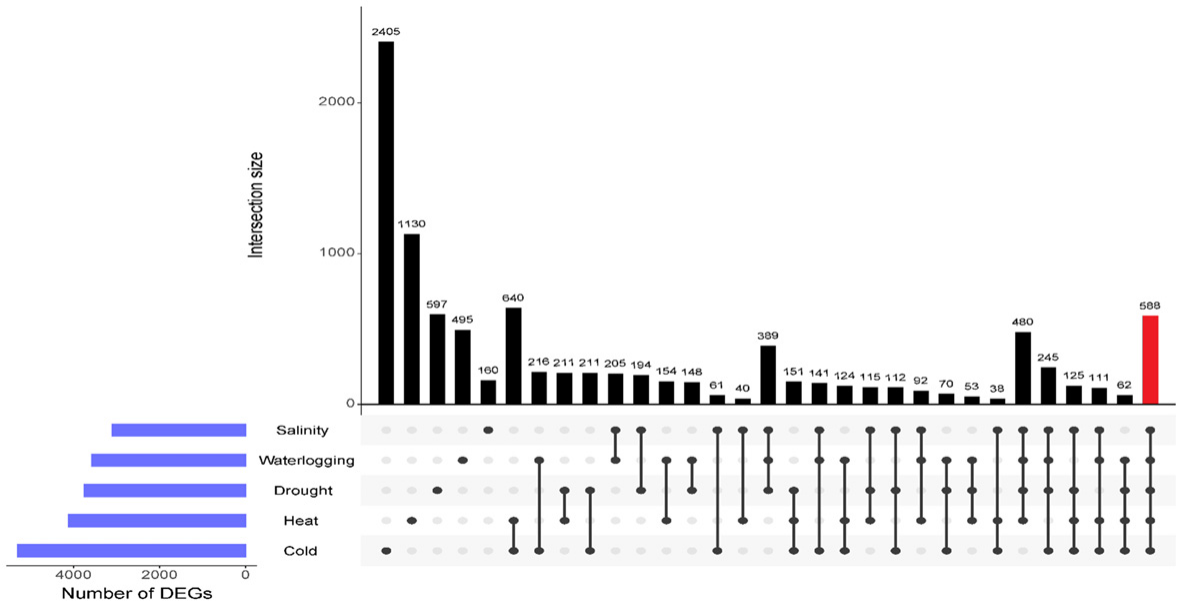
UpSet plot shows the intersection of DEGs across different comparisons of abiotic stress-treated samples. The horizontal blue bars on the left represent the total number of DEGs for each abiotic stress. The vertical bars represent the size of the intersections between gene sets of different comparisons as shown by the individual dots and connecting lines. DEGs common to five abiotic stresses are highlighted in red bar.

**Table 2:** The 10 prominently upregulated DEGs that are unique to the abiotic stress treatment only.

Abiotic stress	Gene ID	log_2_ FC	Description
Drought	LOC105046845	5.710	Glycine-rich cell wall structural protein 1
	LOC105058700	4.516	Protein MOTHER of FT
	LOC105035248	4.380	Uncharacterized LOC105035248
	LOC105056444	4.370	Anthocyanin regulatory C1 protein-like
	LOC105041816	4.233	Aluminum-activated malate transporter 9-like
	LOC105035682	4.099	Wall-associated receptor kinase 2-like
	LOC105045265	3.809	Probable esterase PIR7A
	LOC105035099	3.441	Uncharacterized LOC105035099
	LOC105039877	3.428	Ethylene-responsive transcription factor
	LOC105043480	3.418	Uncharacterized LOC105043480
Salinity	LOC105044940	5.193	Peroxidase 5-like
	LOC105053746	4.525	Serine/arginine repetitive matrix protein 2-like
	LOC105033318	4.020	Peroxidase 5-like
	LOC105048187	3.989	Cysteine proteinase inhibitor 1-like
	LOC105039791	3.904	Uncharacterized LOC105039791
	LOC105043536	3.863	1-Aminocyclopropane-1-carboxylate synthase
	LOC105035166	3.858	Uncharacterized LOC105035166
	LOC105061250	3.724	Polygalacturonase inhibitor-like
	LOC105043782	3.277	B3 domain-containing protein REM10-like
	LOC105049227	3.173	Probable xyloglucan endotransglucosylase
	LOC105042452	3.046	Auxin-induced protein 10A5-like
Waterlogging	LOC105032992	8.633	Uncharacterized LOC105032992
	LOC105037078	6.508	Probable LRR receptor-like protein kinase
	LOC105034637	6.320	Pyrophosphate-energized vacuolar membrane proton pump
	LOC105056421	5.569	ORM1-like protein 2
	LOC105045032	5.164	Nicotianamine synthase 3
	LOC105034244	4.948	Uncharacterized LOC105034244
	LOC105047441	4.418	Histidine-containing phosphotransfer protein 4
	LOC105051602	4.406	Lysine histidine transporter 1-like
	LOC105038469	4.312	Amino acid permease 3
	LOC105059530	3.713	Protein TIFY 5A-like
Heat	LOC105048567	8.866	Luminal-binding protein 5-like
	LOC105033962	7.556	Beta-1,3-endoglucanase
	LOC105059654	7.031	Uncharacterized LOC105059654
	LOC105050327	6.936	Aldehyde dehydrogenase 2B7
	LOC105060008	6.555	Flavonol synthase/flavanone 3-hydroxylase
	LOC105032553	6.341	1-Aminocyclopropane-1-carboxylate oxidase
	LOC105036086	6.277	Cytochrome P450 81E8-like
	LOC105038818	5.860	Estradiol 17-beta-dehydrogenase 8-like
	LOC105033416	5.748	Uncharacterized LOC105033416
	LOC105046187	5.641	GDSL esterase
Cold	LOC105032798	5.620	Transcriptional adapter ADA2-like
	LOC105041031	5.426	Uncharacterized LOC105041031
	LOC105037670	5.419	Lysine-specific demethylase JMJ25-like
	LOC105061178	5.345	Phosphoribulokinase
	LOC105035300	5.261	Uncharacterized LOC105035300
	LOC105034790	5.226	Serine/threonine-protein kinase
	LOC105061278	5.051	Uncharacterized LOC105061278
	LOC105042933	4.912	Probable cysteine proteinase A494
	LOC105042611	4.851	E3 ubiquitin-protein ligase ATL23-like
	LOC105046063	4.776	Dihydrolipoyllysine-residue acetyltransferase

Hierarchical clustering analysis clearly categorized the core 588 DEGs into two main clusters: upregulated cluster (355 DEGs) and downregulated cluster (233 DEGs), despite the fact that several DEGs were expressed inversely in heat and cold stress (**Figure 5A**). 

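Of the 46 core genes of mixed direction, 40 were DEGs in opposite directions under heat and cold, 28 differed in direction only under cold and 12 only under heat. LOC105060930, a leucine-rich repeat receptor-like kinase of Table S1, was higher under heat, with a log2FC of 1.73 (SE 0.27, adjusted p = 9.6e-05), and lower under cold, with a log2FC of −1.70 (SE 0.28, adjusted p = 0.000103). LOC105042121, a photosystem II gene of Table S2, rose from 134 ± 44.5 CPM to 334 ± 42.1 under heat and fell to 57.4 ± 4.6 under cold, with log2FC of 1.31 (SE 0.28) and −1.23 (SE 0.28); the cold call was lost with library totals in place of TMM factors (−0.92). LOC105037305, of the heme binding genes in Fig. 6, went the same way, at 2.98 (SE 0.46, adjusted p = 8.61e-05) under heat and −2.84 (SE 0.56, adjusted p = 0.000555) under cold. Of the 339 genes that Table S1(f) gives as higher in all 5 stresses, 333 were higher in all 5 here, and of the 221 tested genes that it gives as lower in all 5, 202 were lower in all 5. Among its 27 genes of mixed direction 24 were DEGs in all 5 stresses. With limma-trend on FPKM the first number was 185, and in the test against a 2-fold change, glmTreat, the first and second were 126 and 45; of the genes of mixed direction 12 were DEGs in all 5 with library totals, 4 with limma-trend, 2 with glmTreat and 14 without control replicate 1. That table was made from the same samples, so these counts compare 2 sets of calls and not 2 experiments.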

The 355 upregulated DEGs were significantly enriched in 18 GO terms in the biological process (**Figure 5B**), 9 GO terms in molecular activity (**Figure 5C**), and 7 GO terms in cellular components (**Figure 5D**). The top enriched GO terms in biological process were “inositol biosynthetic process” (GO:0006021), “cellular response to cold” (GO:0070417), and “response to water” (GO:0009415). 

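All 4 genes of inositol biosynthesis that Table S2 lists, from a term of 5, were higher under all 5 stresses, with median log2FC of 2.3 under drought, 2.78 under salinity, 2.81 under waterlogging, 2.49 under heat and 2.24 under cold. Camera gave this list adjusted p from 0.00165 under salinity to 0.0163 under cold, and adjusted p = 0.192 and 0.283 with an estimated correlation. LOC105036034, the member outside the inositol-3-phosphate synthases, had log2FC of 1.75 (SE 0.13, adjusted p = 5.42e-08) under heat and 1.44 (SE 0.13, adjusted p = 7.52e-07) under waterlogging. Its log2FC lay at the fold minimum under drought, 1.02 (SE 0.13), and cold, 1.00 (SE 0.12): the drought call was lost without control replicate 1 or drought replicate 1 (0.95) and the cold call without control replicate 1 or 2 or cold replicate 2 (0.89), in either fit of these 2 groups alone and with no filter on low counts. With library totals its drought and salinity calls were lost (0.74 and 0.86). The study chose the list on these samples, and it is not independent evidence; the counts are the same when adjusted over the list alone. Under drought 2 of the 4 genes were higher with library totals, 2 with limma-trend on FPKM and 2 without control replicate 1. The paper's term cellular response to cold, of its upregulated core, was not tested here. The list given next is of another term, response to cold, and comes from the drought DEGs. None of its genes was higher in all 5 stresses, so it does not bear on the paper's term. Of 4 genes for the response to cold that Table S2 lists under drought, from a term of 5, all 4 were lower under drought and waterlogging, 3 under salinity (4 when adjusted over the list alone, where the other counts are the same) and 3 under heat, with median log2FC of −2.31, −1.56, −1.98 and −2.37 (camera, adjusted p = 0.00907, 0.0272, 0.0174 and 0.0475; adjusted p = 0.211, 0.279, 0.25 and 0.296 with an estimated correlation). Under cold itself 2 were higher and 1 lower, with a median log2FC of 0.95 and no camera call (adjusted p = 0.355), and none was lower with library totals, with limma-trend on FPKM or without control replicate 2 or 3 or cold replicate 1 or 3. The camera call under waterlogging was lost without waterlogging replicate 3 (adjusted p = 0.0503) and that under heat without control replicate 1, drought replicate 3, salinity replicate 3, heat replicate 2 or cold replicate 3 (0.0501 to 0.053), and this list was chosen by the study on these samples as well. LOC105048693 of this group had log2FC of −3.34 (SE 0.42, adjusted p = 1.77e-05) under drought and 2.09 (SE 0.33, adjusted p = 8.27e-05) under cold.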

In molecular function, the top enriched GO terms were “inositol-3-phosphate synthase activity” (GO:0004512), “inorganic anion exchanger activity” (GO:0005452), and “serine O-acetyltransferase activity” (GO:0009001). In cellular component, GO terms related to photosynthesis such as “photosystem II” (GO:0009523) and “chloroplast membrane” (GO:0031969) were significantly enriched. 

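Of the 43 photosystem II genes that Table S2 lists and that were tested, 3 were higher in all 5 stresses, none was lower in all 5 and 1 was a DEG in all 5 with mixed direction. With no fold minimum 14 were DEGs in all 5, of which 7 were higher in all 5, none was lower in all 5 and the rest were of mixed direction. No gene was a DEG in all 5 with mixed direction with library totals, limma-trend on FPKM or glmTreat, and 2 were without control replicate 3 or heat replicate 3. LOC105032994 rose from 9.99 ± 1.42 CPM in control leaves to 231 ± 98.8 under waterlogging, a log2FC of 4.53 (SE 0.32, adjusted p = 1.62e-07), and to 25 ± 2.53 under cold, a log2FC of 1.33 (SE 0.29, adjusted p = 0.00117). LOC105053658, listed for the oxygen-evolving complex, had log2FC between 1.81 (SE 0.19) under cold and 2.63 (SE 0.19) under waterlogging. LOC105049085, of the same complex, stood at 0.607 ± 0.455 CPM in control leaves and at 221 ± 23.9 under salinity, a log2FC of 8.49 (SE 0.53, adjusted p = 7.79e-08). LOC105032994 and LOC105053658 were singled out after their values were seen. The list was picked by the study from DEGs of these samples and is not independent evidence.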

Meanwhile, the downregulated 233 DEGs were significantly enriched in 10 GO terms in biological process (**Figure 5E**) such as “protein phosphorylation” (GO:0006468) and “response to oxidative stress” (GO:0006979) (**Figure 5F**). Among the 11 GO terms in molecular function, “serine-type endopeptidase inhibitor activity” (GO:0004867) and “heme binding” (GO:0020037) were the most significantly enriched GO. 

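LOC105054906, the most abundant of the 11 heme binding genes in Fig. 6, fell from 4360 ± 437 CPM in control leaves to 494 ± 53.1 under cold, a log2FC of −3.14 (SE 0.18, adjusted p = 4.95e-09), and had a log2FC of −1.22 (SE 0.17, adjusted p = 2.91e-05) under waterlogging. LOC105056286 fell most under heat, from 387 ± 84.8 to 47.1 ± 6.14 CPM, a log2FC of −3.04 (SE 0.25, adjusted p = 2.38e-07), and LOC105052269 had log2FC of −2.44 (SE 0.31) under heat and −1.47 (SE 0.30) under salinity. Of the 11 genes 8 were lower in all 5 stresses and 10 were DEGs in all 5; under heat 2 were higher and 8 lower. The number lower in all 5 changed with single libraries left out, being 6 without control replicate 1 or 3 or waterlogging replicate 2 or 3 and 7 without control replicate 2, drought replicate 2, salinity replicate 1 or 2, heat replicate 1 or 2, cold replicate 3 or waterlogging replicate 1, and it was 1 in the test against a 2-fold change, glmTreat. The median log2FC was −2.37 under drought, −2.17 under salinity, −1.7 under waterlogging, −2.21 under heat and −2.84 under cold. LOC105035265 was higher under heat, at 1.07 (SE 0.33, adjusted p = 0.0135), a call that was lost without control replicate 1 (0.97) and with library totals in place of TMM factors (0.93), and lower under cold, at −3.06 (SE 0.37, adjusted p = 5.55e-06). The genes were read from the figure and chosen by the study as core DEGs on these samples, so their counts are not independent evidence. No set test was run on them, and which of them are cytochromes P450 is not given in the sources used here.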

Further heatmap analysis on the GO term “heme binding” showed enrichment of DEGs that were members of cytochrome P450 (**Figure 6**).

**Figure 5:**
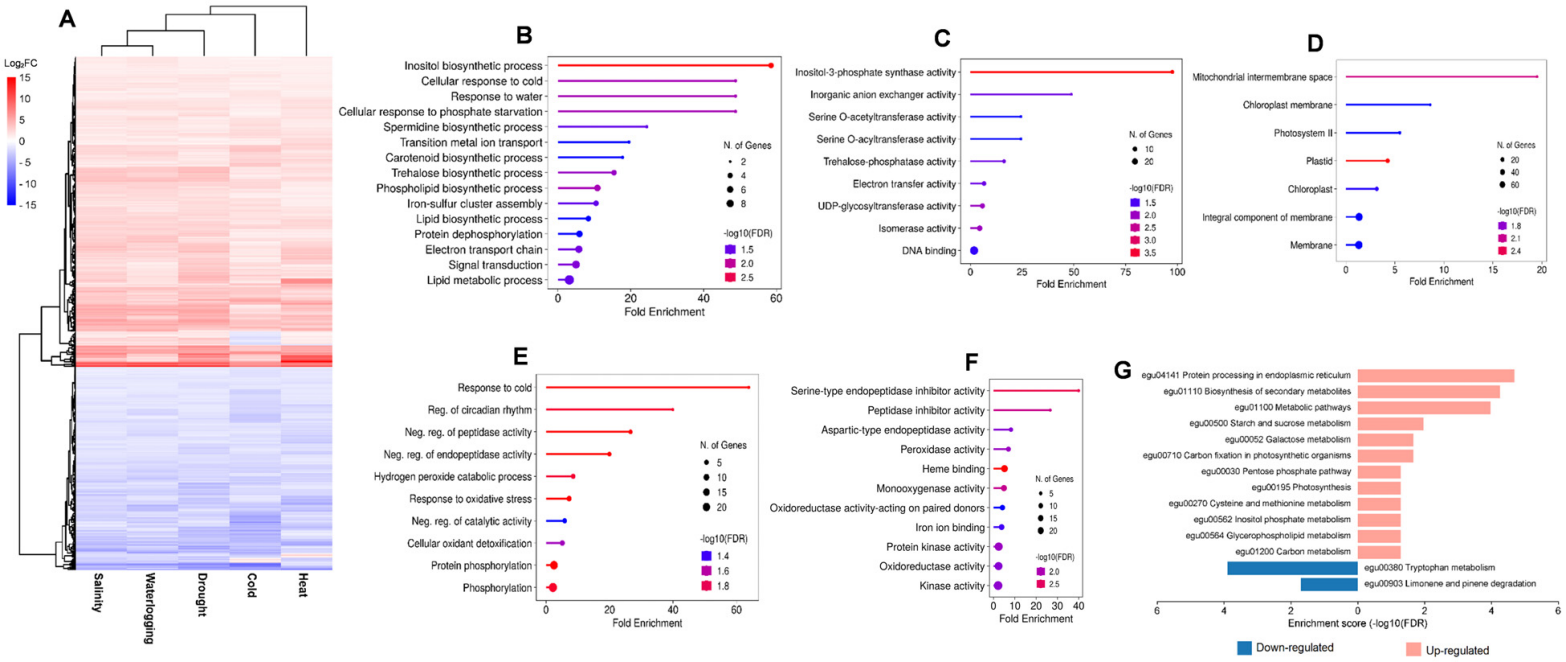
Expression profiles of core DEGs of five abiotic stresses and the enrichment analysis. **(A)** Hierarchical clustering analysis of expression patterns for all core DEGs for salinity, waterlogging, drought, and cold and heat stress that segregated DEGs into upregulated and downregulated cluster. Gene ontology enrichment analysis for upregulated core DEGs in the **(B)** biological process (BP) category, **(C)** molecular function (MF) category, and **(D)** cellular component (CC) category. Gene ontology enrichment analysis for downregulated core DEGs in the **(E)** biological process (BP) category and **(F)** molecular function (MF) category. **(G)** KEGG pathway enrichment analysis of core DEGs in upregulated (pink bar) and downregulated (blue bar) cluster.

**Figure 6:**
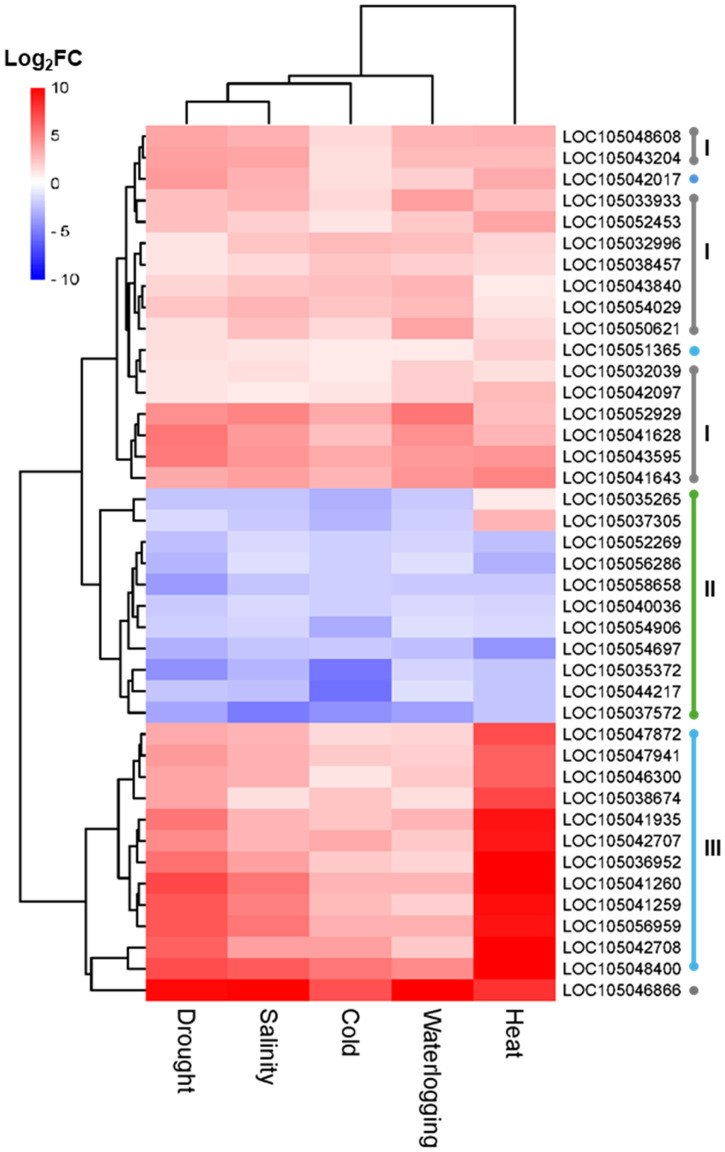
Hierarchical clustering analysis of expression patterns of core DEGs identified in drought, salinity, cold, waterlogging, and heat samples that significantly enriched in the biosynthesis of secondary metabolites (egu01110, gray dot, I), heme binding (GO:0020037, green dot, II), and protein processing in endoplasmic reticulum (egu04141, blue dot, III).

The KEGG pathway enrichment analysis showed that “tryptophan metabolism” (egu00380) and “limonene and pinene degradation” (egu00903) were the most significant enriched pathways in the downregulated core DEGs (**Figure 5G**). For upregulated core DEGs, the most significant enriched pathways include “protein processing in endoplasmic reticulum” (egu04141), “biosynthesis of secondary metabolites” (egu01110), and “metabolic pathways” (egu01100) (**Figure 5G**). 

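All 14 genes of protein processing in the endoplasmic reticulum in Fig. 6 were higher in all 5 stresses, with median log2FC of 9.2 under heat, 5.01 under drought, 3.22 under salinity, 2.42 under cold and 2.11 under waterlogging. LOC105056959 stood at 4.82 ± 0.34 CPM in control leaves, 3100 ± 78.6 under heat and 496 ± 6.77 under drought, with log2FC of 9.33 (SE 0.37, adjusted p = 8.35e-11) and 6.68 (SE 0.33, adjusted p = 6.55e-09). LOC105036952 had log2FC of 10.39 (SE 0.33, adjusted p = 1.09e-11) under heat and 1.87 (SE 0.31, adjusted p = 0.000176) under waterlogging, and LOC105047872 had 7.02 (SE 0.19, adjusted p = 1.91e-12) under heat and 1.54 (SE 0.16, adjusted p = 1.09e-06) under cold. LOC105048400 had 1 read in the control libraries together, and its reads scaled for depth were 40800 times as many under heat (95% counting interval 7310 to 1610000), 142 under drought (25 to 5640) and 26.7 under waterlogging (4.28 to 1110). With this gene at the lower end of its interval, the median log2FC is 4.66 under drought and 2.09 under waterlogging and does not change under the other 3 stresses. The waterlogging calls of LOC105041259 and LOC105051365 were lost without control replicate 2 (1.57) and without control replicate 1 (0.99), and LOC105051365 was no longer a DEG under salinity or waterlogging with library totals (0.83 and 0.64). Higher in all 5 were 12 of the 14 genes with library totals, 9 with limma-trend on FPKM and 13 without control replicate 1 or 2. These genes were read from the figure, and no set test was run. The study chose them as core DEGs on these samples, so their count is not independent evidence. How reads shared between near-identical copies were counted is not given in the sources used here, so levels of single heat shock protein genes are uncertain.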

DEGs enriched in the “protein processing in endoplasmic reticulum” pathway consist primarily of sHSP and HSP, suggesting the importance of sHSP and HSP as key players in the oil palm abiotic stress response mechanism (**Figure 6**). In addition, we identified alpha-terpineol synthase and inositol-3-phosphate synthases from DEGs enriched in the “biosynthesis of secondary metabolites” pathway (**Figure 6**).

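The 16 genes for the biosynthesis of secondary metabolites in Fig. 6 were all higher in all 5 stresses, with median log2FC of 2.98 under waterlogging, 2.9 under salinity, 2.68 under heat, 2.59 under drought and 2.48 under cold. The study chose them as core DEGs on these samples, so that count is not independent evidence. LOC105043204 rose from 82.5 ± 4.96 CPM in control leaves to 1090 ± 144 under drought, a log2FC of 3.72 (SE 0.21, adjusted p = 1.2e-08), and to 225 ± 31.2 under cold, a log2FC of 1.45 (SE 0.19, adjusted p = 1.22e-05). LOC105043595 had log2FC of 5.17 (SE 0.55, adjusted p = 3.2e-06) under drought and 3.92 (SE 0.52, adjusted p = 2.42e-05) under waterlogging. LOC105052453 rose most under heat, to 56.8 ± 7.13 CPM, with a log2FC of 3.63 (SE 0.32, adjusted p = 4.69e-07). Under waterlogging LOC105046866 reached 669 ± 412 CPM, a log2FC of 10.55 (SE 0.73, adjusted p = 1.42e-07). With library totals in place of TMM factors 11 of the 16 were higher in all 5 (12 under drought and 15 each under salinity and heat), with limma-trend on FPKM 7, in a test against a 2-fold change, glmTreat, 5, and with 1 library left out 13 without control replicate 1, 14 without control replicate 3, drought replicate 3, heat replicate 2 or cold replicate 1 or 3 and 15 without control replicate 2, drought replicate 1 or 2, salinity replicate 1, heat replicate 1, cold replicate 2 or waterlogging replicate 3. The drought call of LOC105032996, a log2FC of 1.22 (SE 0.47, adjusted p = 0.0474), was lost when any control or cold library, drought replicate 2 or 3, heat replicate 2 or waterlogging replicate 3 was left out (log2FC 0.92 without drought replicate 3), and with library totals (0.94).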

### 3.5 Identification of core and unique transcription factors in response to abiotic stresses

Transcription factors are central regulators that modulate the expression of abiotic stress-responsive genes in plants. Plant TF database, namely, iTAK, was used to explore TFs among those DEGs induced by five abiotic stresses. A total of 936 TFs were identified from those DEGs induced by five abiotic stresses and categorized into more than 50 different TF families. Cold stress induced the highest number of TFs at 491, followed by drought stress (416 TFs), heat stress (412 TFs), waterlogging stress (329 TFs), and salinity stress (309 TFs) (**Figure 7A**). Among these TFs, 211 TFs were uniquely induced by cold stress, 112 TFs specifically induced by heat stress, 64 TFs unique to drought stress, 29 TFs unique to waterlogging stress, and 10 TFs specific to salinity stress (**Figure 7A**).

**Figure 7:**
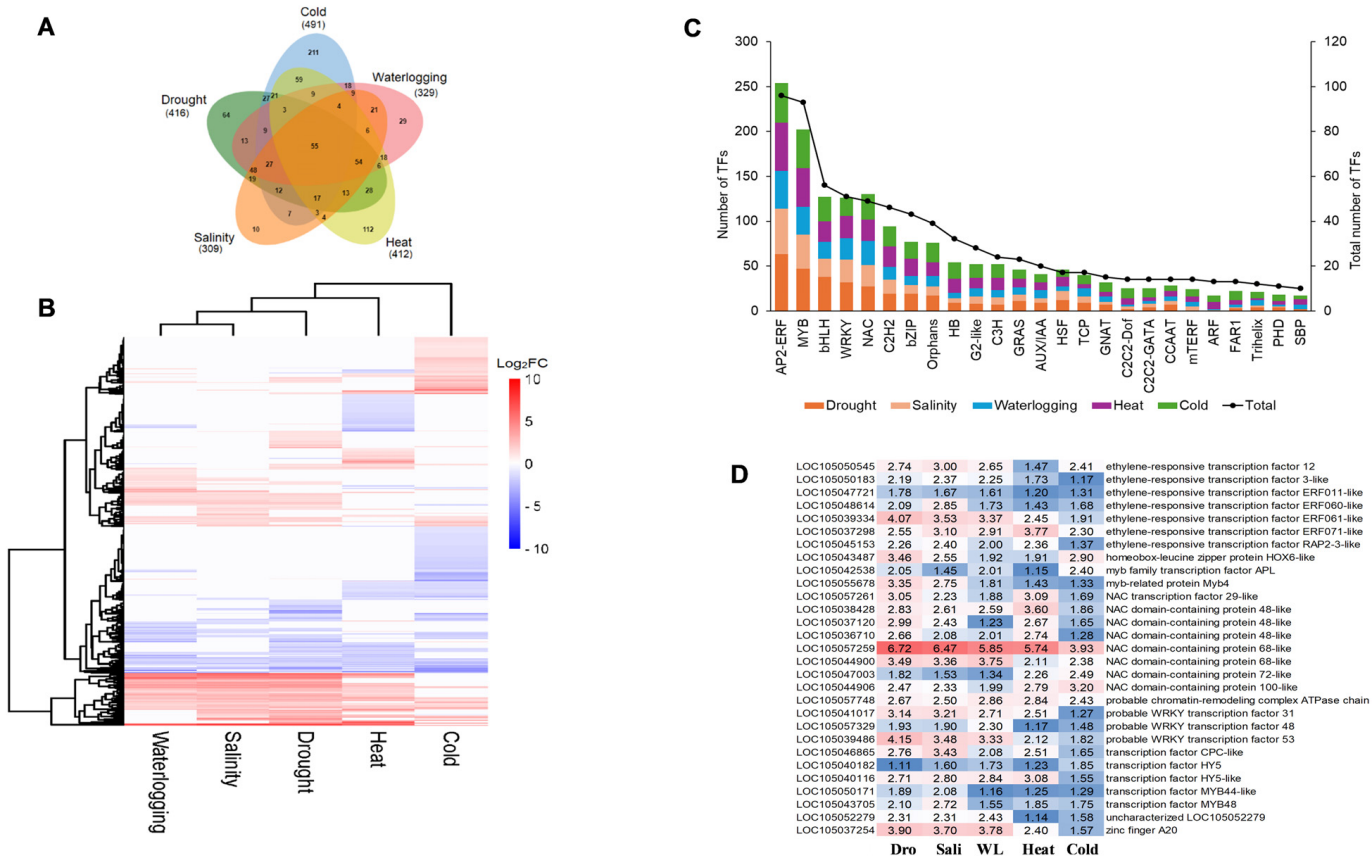
Expression profile analysis of DEGs encode for TF. **(A)** Venn diagram of DEGs encode for TF indicates common and unique TF under different abiotic stress conditions. Numbers in bracket shows total number of DEGs identified. **(B)** Hierarchical clustering analysis of expression patterns for TF encoding DEGs identified in waterlogging, salinity, drought, and heat and cold samples. **(C)** Distribution of the top 25 abiotic stress-related transcription factor families identified in drought, salinity, waterlogging, and heat- and cold-treated samples. Analysis of DEGs encode for TF in response to drought, salinity, waterlogging, and heat and cold stress. **(D)** Heatmap of the 29 core DEGs encode for TF of oil palm abiotic stress response. The color gradient from red to blue represents the fold change (FC) of upregulated DEGs, with red indicating higher FC level. The numbers inside the cells represent the fold change (FC) values. Dro, drought; Sali, salinity; WL, waterlogging.

Hierarchical clustering of TFs encoding DEGs revealed the complexity of transcriptional regulatory networks and the dynamic nature of gene expression in response to various abiotic stresses (**Figure 6B**). Among these 50 TF families, the most enriched TF families included ethylene-responsive transcription factor (AP2-ERF); myeloblastosis (MYB) TFs; basic helix-loop-helix TFs (bHLH); WRKY TFs; NAM, ATAF1/2, and CUC2 (NAC) TFs; zinc finger TFs (C2H2); basic leucine zipper TFs (bZIP); heat stress TFs (HSF); and auxin response factor (ARF) (**Figure 7C**). Moreover, we identified 55 TFs encoding DEGs that are commonly expressed in five abiotic stresses, constituting the core TFs in oil palm abiotic stress response (**Figure 7A**). The heatmap of the 29 core TFs encoding DEGs that were significantly enriched in the GO term “DNA binding” (GO:0003677) revealed the potential of NAC TFs and AP2-ERF TFs as universal regulators in modulating oil palm abiotic stress response (**Figure 7D**).

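The 29 transcription factor genes in Fig. 7D were all higher than in control leaves under all 5 stresses. The 8 NAC genes had median log2FC of 2.88 under drought, 2.33 under salinity, 1.98 under waterlogging, 2.78 under heat and 2.13 under cold. LOC105057259, a NAC domain-containing protein 68-like gene, rose from 0.422 ± 0.253 CPM to 43.8 ± 5.73 under drought, a log2FC of 6.67 (SE 0.52, adjusted p = 1.82e-07), and its smallest log2FC was 3.92 (SE 0.53, adjusted p = 1.84e-05) under cold. The NAC 100-like gene LOC105044906 rose most under cold, from 2.35 ± 0.543 to 21.7 ± 2.88 CPM, a log2FC of 3.21 (SE 0.20, adjusted p = 1.41e-08). LOC105038428, of NAC 48-like, had its largest log2FC under heat, 3.61 (SE 0.36). The probable WRKY transcription factor 53 gene LOC105039486 had log2FC of 4.12 (SE 0.25, adjusted p = 2.32e-08) under drought and 1.83 (SE 0.23, adjusted p = 7.67e-06) under cold, and the Myb4 gene LOC105055678 one of 3.32 (SE 0.35, adjusted p = 2.95e-06) under drought. Of the genes for HY5 and HY5-like, bZIP factors of light signaling, LOC105040116 had log2FC of 3.08 (SE 0.18, adjusted p = 4.51e-09) under heat. Higher in all 5 with library totals in place of TMM factors were 24 of the 29 (26 under waterlogging and 28 each under drought and heat), with limma-trend on FPKM 19, in a test against a 2-fold change, glmTreat, 11, and with 1 library left out 25 without control replicate 2, 27 without control replicate 1 and 28 without cold replicate 1. The genes were read from the figure and chosen by the study on these samples, so no set test was run on them.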

### 3.6 Validation of RNA-Seq data using qRT-PCR

To validate the reliability of high-throughput transcriptome sequencing, 16 DEGs were randomly selected for gene expression qRT-PCR analysis. The correlation of targeted DEG expression levels was identified by comparing the relative quantities from qRT-PCR against the fold change from RNA-Seq analysis. Real-time PCR and RNA-Seq have a high correlation with *r* ^2^ = 0.8959 (*n* = 22), thus suggesting the high confidence level of the reliability of expression levels of DEGs identified from RNA-Seq data (**Figure 8**).

**Figure 8:**
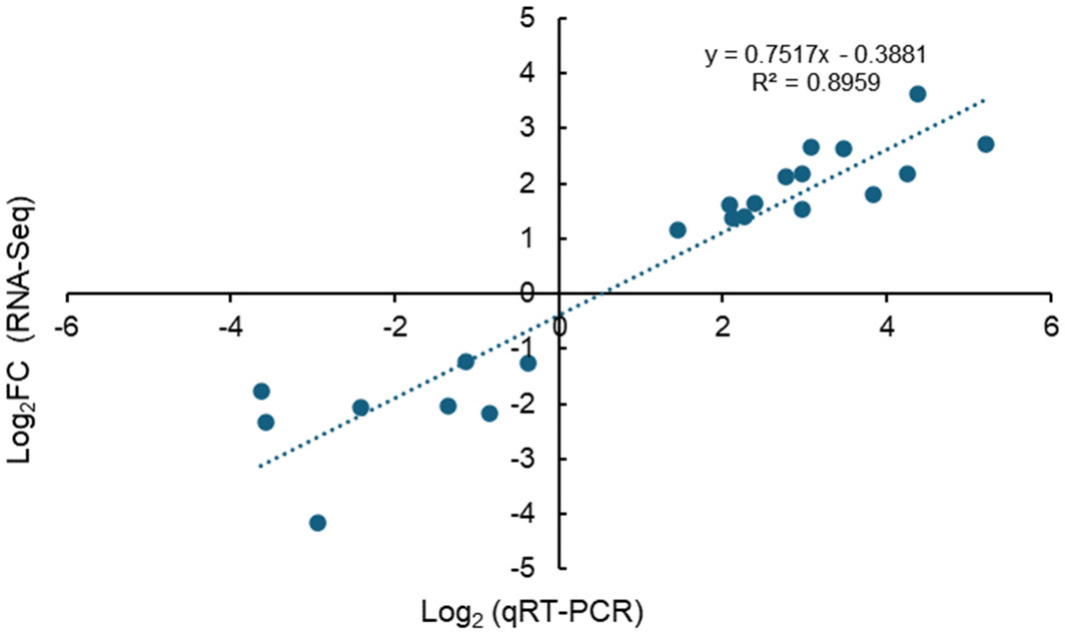
qRT-PCR validation of DEGs characterized by RNA-Seq. Correlation of fold change identified by the RNA-Seq method (*x*-axis) with expression data obtained using the qRT-PCR method (*y*-axis) to validate DEGs characterized by RNA-Seq.

## 4 Discussion

### 4.1 Pronounced transcriptomic changes observed under temperature variations

Oil palm is constantly exposed to various abiotic stresses, resulting in poor yield performance, especially if the unfavorable conditions worsen and persist (Abubakar et al., 2022). We conducted transcriptomic studies to elucidate the DEGs involved in oil palm responses to different abiotic stresses. An MOI study of oil palm in response to drought and salinity revealed L-serine O-acetyltransferase and cysteine synthase as two key enzymes involved in the cysteine and methionine metabolisms, which were upregulated under both stresses (Leão et al., 2022). The root transcriptomic responses of oil palm seedlings under 14-day drought stress revealed that 1,293 DEGs involved in cell wall biogenesis and functions, phenylpropanoid biosynthesis and metabolisms, and ion transport and homeostasis were significantly enriched in hormone regulation and metabolism and ABC transporters pathways (Wang et al., 2020). In response to waterlogging stress, the hypoxia-related TF HRE2, which belongs to the ERF-VII TF family, was postulated to play an important role in adaptation to hypoxia and ethylene signaling in the adult oil palm stems (Lim et al., 2023). These findings establish a foundation for oil palm responses to individual or dual abiotic stresses.

Here, we compared 18 transcriptomic libraries to gain a deeper understanding of oil palm responses to various abiotic stresses. Our transcriptome analysis revealed that oil palm reprograms its transcriptome profile to modulate the gene expression of both unique and common networks in response to single or multiple abiotic stresses. We observed that oil palm seedlings exhibited greater sensitivity to temperature variations compared to the osmotic stress caused by drought, salinity, and waterlogging. 

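Direct tests between each group and all 5 others set apart 1345 genes under cold (626 higher, 719 lower), 592 under heat (452 higher, 140 lower), 125 under drought (67 higher, 58 lower), 25 under waterlogging (16 higher, 9 lower) and 1 under salinity, LOC105054808, which is named after its value was seen. Control leaves were themselves set apart by 765 genes, 271 higher and 494 lower than in every stress. LOC105058308, which the files and the reference do not describe, stood at 1670 ± 336 CPM under drought and 13.4 ± 4.6 under cold, a log2 difference of 6.95 (SE 0.32, adjusted p = 1.99e-09). LOC105061401, also undescribed, stood at 0.301 ± 0.162 CPM under heat and 13.4 ± 0.754 under cold, a log2 difference of −5.45 (SE 0.36, adjusted p = 1.47e-08). A group that resembles another gets a low count of genes set apart, so that count does not measure how strongly leaves responded. Over the 3000 most variable genes the first 3 principal components took 31.7%, 22.4% and 18.7% of the variance. They were computed on log2(CPM + 1) from library totals, without the TMM factors used for the levels given here. On the first, cold lay at 42.2 to 46.5, near control at 45.0 to 48.0, and drought at −38.3 to −35.3. On the second, heat lay at 49.6 to 60.7 and control at −33.5 to −25.5. On the third, cold lay at 44.0 to 46.2 and control at −37.8 to −32.5.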

A higher number of DEGs were induced by cold (5,300) and heat (4,114) stresses as compared to drought (3,751), salinity (3,573), and waterlogging (3,096) stresses (**Figure 1**). Cold stress-induced DEGs mainly involved in auxin-regulated responses and enriched in GO “endoplasmic reticulum to cytosol auxin transport” and “monooxygenase activity” in oil palm are also observed in the oil palm leaf transcriptome subjected to cold treatment (Saand et al., 2022). Conversely, the increase in temperature due to heat stress treatment in oil palm significantly altered the expression of genes related to protein protection, fatty acid biosynthesis, and chaperone synthesis, suggesting that these metabolic changes protect oil palm from irreversible cell membrane degradation and protein denaturation, ensuring their survival under abiotic stress. 

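Among the 7 genes of auxin transport from the endoplasmic reticulum to the cytosol that Table S2 lists, from a term of 9, 4 were higher and 2 lower under cold (5 and 2 when adjusted over the list alone), with a median log2FC of 1.39, and camera made no call (adjusted p = 0.477); with library totals 5 were higher and 1 lower, and with limma-trend on FPKM 4 and 1. LOC105052332 fell, with a log2FC of −2.10 (SE 0.14, adjusted p = 2.59e-08), while LOC105044867 rose, with a log2FC of 1.25 (SE 0.18, adjusted p = 3.01e-05). LOC105055275, which was at 2.52 ± 0.868 CPM in control leaves and 16.3 ± 6.3 under cold, had a log2FC of 2.69 (SE 0.47, adjusted p = 0.000176). This list too was drawn by the study from its cold DEGs and is not independent evidence.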

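Among the 12 genes of the response to heat that Table S2 lists, from a term of 18, 11 were higher and 1 lower under heat, with a median log2FC of 1.9 (camera, adjusted p = 1.19e-08; adjusted p = 0.0121 with an estimated correlation). The member that fell, LOC105053974, had log2FC of −1.47 (SE 0.20, adjusted p = 2.23e-05) under heat and −2.97 (SE 0.21, adjusted p = 3.14e-08) under cold. Of unfolded protein binding, LOC105059479 had a log2FC of 2.75 (SE 0.22, adjusted p = 1.65e-07) and LOC105034311 one of 1.95 (SE 0.12, adjusted p = 7.27e-09). Of the fatty acid biosynthesis genes, LOC105047853 rose with a log2FC of 3.01 (SE 0.30, adjusted p = 1.57e-06), and LOC105050486 fell with one of −2.68 (SE 0.58, adjusted p = 0.00135). The 14 channel activity genes, from a term of 34, held 12 that were higher and 2 that were lower (camera, adjusted p = 0.000404; adjusted p = 0.201 with an estimated correlation); 1 was lower with limma-trend on FPKM and 1 without control replicate 2 or 3 or heat replicate 1 or 2. All of these lists came from the study's heat DEGs and are not independent evidence; their counts do not change when adjusted over the list alone.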

Rapid transcriptional changes have been reported in *Brassica*, *Arabidopsis*, and legume in response to variations in temperature, to maintain protein stability, membrane fluidity, cellular integrity, and developmental processes through hormonal regulation and auxin (Shibasaki et al., 2009; Mehrotra et al., 2020; Sohrabi et al., 2022). Under cold stress, auxin transport is regulated to inhibit the intracellular trafficking of auxin efflux carrier proteins, leading to reduction in gravity response and prevents elongation in plant roots (Shibasaki et al., 2009). This serves as a stress avoidance or protective mechanism that prevents cold stress impact on plants. Furthermore, a lower degree of transcriptional changes was observed in oil palm seedlings under drought, salinity, and waterlogging stresses. 

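Direct tests between the 3 osmotic stresses found 661 genes that differed between drought and salinity (271 higher under drought, 390 lower), and of those that differed between salinity and waterlogging 87 were higher under salinity and 61 lower. LOC105032389, a gene without a description in the files and the reference, stood at 111 ± 56.6 CPM under salinity and 6.25 ± 1.66 under waterlogging, a log2 difference of 4.15 (SE 0.58, adjusted p = 0.00347). LOC105045883, also without one, was at 99.2 ± 28.7 CPM under salinity and 660 ± 274 under waterlogging, a log2 difference of −2.73 (SE 0.30, adjusted p = 0.00197); neither difference passed in a fit of these 2 groups alone. LOC105057201, likewise undescribed, was at 24.8 ± 10.4 CPM under drought and 378 ± 181 under salinity, a log2 difference of −3.93 (SE 0.76, adjusted p = 0.00582). Leaving out drought replicate 1 or 2 reduced the drought and salinity number to 313 or 413. Without salinity replicate 1 and waterlogging replicate 1, left out after the data were seen, 65 genes differed between salinity and waterlogging, and with 1 library of the 18 left out 52 to 630 did.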

Gradual and specific long-term adaptive mechanisms are activated to regulate water and ion transport, osmo-protectant synthesis, and TF regulation from the GO and pathway enrichment analyses. These results suggest that oil palm stress response is dynamic and involves extensive gene expression adjustment for cellular and physiological adaptation, particularly in response to temperature variations compared to the short-term osmotic stress.

### 4.2 Core abiotic stress transcriptome of oil palm

The ability of the plant to perceive external environmental cues and transduce precise signal rapidly is critical to trigger molecular, cellular, physiological, biochemical, and morphological changes, to maintain optimal plant growth and development under adverse conditions. Plants have evolved sophisticated mechanisms involving complex crosstalk between multiple metabolism, regulatory, and signaling networks under a core response system to achieve cellular homeostasis. Previous studies have reported that the abiotic stress responses in *Arabidopsis* (Hahn et al., 2013), *Sesamum* (Dossa et al., 2019), and *Brassica* (Zhang et al., 2019) led to the identification of core abiotic stress-responsive genes, regulators, functional proteins, and metabolites. Here, our comparative transcriptome analyses revealed the CAST of oil palm. The oil palm CAST comprising 588 DEGs consistently expressed across all five abiotic stresses with 355 upregulated DEGs and 233 downregulated DEGs. Both GO and pathway enrichment analyses showed involvement of CAST in signal transduction, gene expression regulation, and stress response mechanisms (**Figure 9**).

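Of the 2 chaperones among the functional proteins in Fig. 9, LOC105040848 rose from 28.4 ± 5.56 CPM to 3130 ± 104 under heat, a log2FC of 6.79 (SE 0.31, adjusted p = 3.14e-10), and its log2FC was 1.80 (SE 0.25, adjusted p = 3.52e-05) under waterlogging. The other chaperone, LOC105038869, was lower in all 5 stresses, with log2FC from −1.08 (SE 0.15) under heat to −1.99 (SE 0.16) under cold, and its heat call was lost without control replicate 1 (−1.00) or heat replicate 2 (−0.95). The transporters LOC105055581 and LOC105035748 were higher in all 5 stresses, with log2FC up to 4.83 (SE 0.50) under waterlogging and 5.36 (SE 0.63) under drought, and LOC105032304 was lower in all 5, with log2FC down to −3.29 (SE 0.44) under waterlogging. All 3 osmoprotectant genes were higher in all 5: LOC105041628 had its largest log2FC under drought, 5.40 (SE 0.67, adjusted p = 1.48e-05), and LOC105054029 its largest under salinity, 2.93 (SE 0.35, adjusted p = 1.23e-05). The zinc finger genes LOC105033906 and LOC105060971 were lower in all 5, with log2FC of −2.51 (SE 0.48) under drought and −2.08 (SE 0.17) under cold, where LOC105060971 fell from 813 ± 96.1 to 192 ± 5.12 CPM. Of the 3 secondary metabolite genes in the figure, LOC105046866 and LOC105041643 were higher in all 5, the former with its smallest log2FC, 6.88 (SE 0.66), under cold. The third, LOC105037572, at 2.4 ± 0.546 CPM in control leaves, was lower under salinity, with a log2FC of −4.93 (SE 1.49, adjusted p = 0.015), cold, −4.20 (SE 1.31, adjusted p = 0.0133), waterlogging, −3.53 (SE 1.33, adjusted p = 0.0399), and drought, −3.43 (SE 1.30, adjusted p = 0.0439), and had a log2FC of −2.22 (SE 1.14, adjusted p = 0.12) under heat. Each of these calls was lost in some fits with 1 library left out, while the log2FC stayed negative. The call under salinity was lost without salinity replicate 1 or 2 (−4.45 and −4.34), and that under cold without cold replicate 2 or 3 (−3.66 and −3.64). Under waterlogging it was lost without control replicate 1, 2 or 3 or waterlogging replicate 2 or 3 (−3.38, −3.70, −3.49, −3.27 and −3.01). The drought call was lost without control replicate 1, 2 or 3 or drought replicate 1 or 2 (−3.28, −3.60, −3.39, −2.79 and −2.88). It was also lost without salinity replicate 2 or 3, heat replicate 2 or waterlogging replicate 2 (−3.43 each time). There the adjusted p crossed its threshold and the estimate did not move. In DESeq2 with 1 fit the calls under cold, waterlogging and drought were lost (−4.28, −3.59 and −3.41). With limma-trend on FPKM, 0 of the 3 osmoprotectants and 1 of the transporters were higher in all 5. The genes were read from the figure by their numbers, and no set test was run. The figure shows core DEGs that the study called on these samples, so these directions are not independent evidence.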

**Figure 9:**
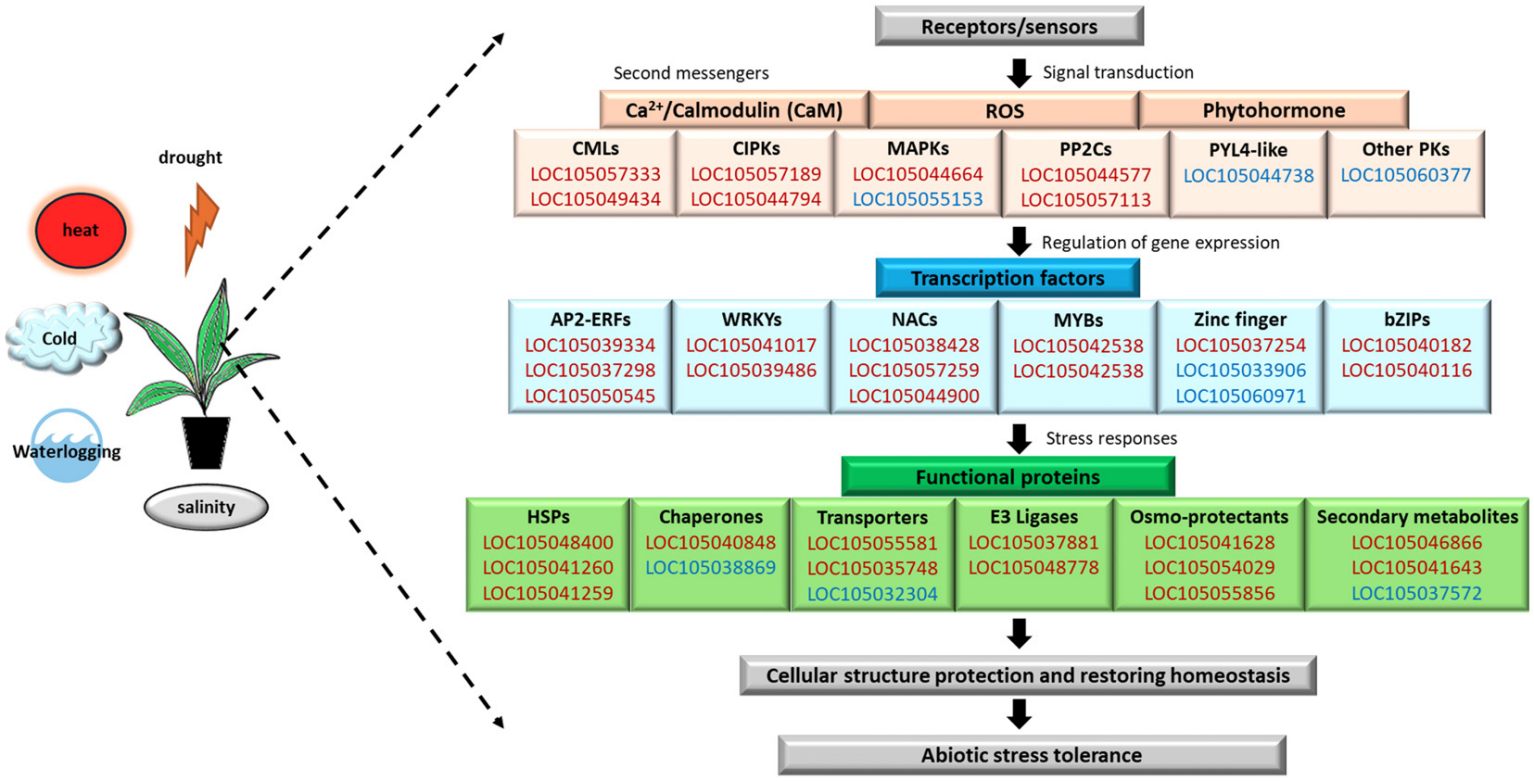
Overview of the CAST of oil palm abiotic stress signaling pathways in oil palm highlighting the core upregulated DEGs (red) and downregulated DEGs (blue), which are involved in the signal transduction, gene regulation, stress responses, and abiotic stress tolerance.

Protein kinases are central components that regulate the activity of critical functional proteins through phosphorylation, in response to environmental stress for adaptation in plants. 

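Among the 31 tested genes of signal transduction that Table S1(g) lists, 15 were higher and 16 lower under drought, salinity and waterlogging, 16 and 14 under heat and 13 and 18 under cold, with the same counts when adjusted over the list alone. Camera made no call for this list in any stress (lowest adjusted p = 0.323, under salinity), and under drought, salinity and waterlogging its median log2FC was negative while its mean was positive. Its 10 tested leucine-rich repeat receptor-like kinases, which sense signals at the cell surface, were lower in most cases: 9 under drought, salinity and waterlogging, 8 under heat and 10 under cold, again the same over the list alone (camera, adjusted p = 0.000855, 0.00214, 0.00333, 0.00127 and 0.000713; adjusted p = 0.0624, 0.0882, 0.104, 0.0711 and 0.0615 with an estimated correlation). LOC105046018 fell from 82.4 ± 32.8 CPM in control leaves to 11.1 ± 2.33 under waterlogging, a log2FC of −2.90 (SE 0.32, adjusted p = 4.59e-06). LOC105047471 had log2FC between −1.21 (SE 0.17) under waterlogging and −1.48 (SE 0.17) under cold. The study chose the genes of Table S1(g) on these samples, so neither list is independent evidence. The receptor-like kinases were picked from them here by words in the descriptions.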

We identified core DEGs encoding protein kinases in signaling pathway activated by secondary messengers, such as Ca^2+^, ROS, and phytohormones in oil palm (**Figure 9**). 

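The calmodulin-like protein 5 gene LOC105057333, of a family of calcium sensors, rose from 30.2 ± 10.5 CPM in control leaves to 146 ± 9.54 under cold, a log2FC of 2.27 (SE 0.24, adjusted p = 1.76e-06), and had its smallest log2FC, 1.39 (SE 0.24, adjusted p = 0.000251), under drought. Calmodulin-like protein 6, LOC105049434, rose most under heat, with a log2FC of 3.72 (SE 0.24, adjusted p = 1.42e-08); its cold call, at 1.08 (SE 0.23, adjusted p = 0.00113), was lost without control replicate 1 (0.90) or cold replicate 1 (0.82). The CIPK18-like gene LOC105057189 rose under all 5 stresses, from 5.57 ± 0.734 CPM to 53.5 ± 4.55 under cold, a log2FC of 3.26 (SE 0.17, adjusted p = 3.22e-09), with its smallest log2FC, 2.04 (SE 0.17), under drought. The CIPK14-like gene LOC105044794 had log2FC from 1.45 (SE 0.20, adjusted p = 4.49e-05) under drought to 2.09 (SE 0.21, adjusted p = 8.22e-07) under cold. Of 9 genes for calcium sensing and transport, picked here from Table S1(g) by words in its descriptions, 6 were higher and 3 lower under drought, salinity, cold and waterlogging, and 7 and 2 under heat (5 and 1 with limma-trend on FPKM). The counts are the same when adjusted over the list alone. The study chose the genes of Table S1(g) on these samples, so the list is not independent evidence. Camera gave this list adjusted p of 0.0307, 0.0102, 0.0232, 0.00907 and 0.104 under drought, salinity, waterlogging, heat and cold (adjusted p = 0.197, 0.119, 0.181, 0.114 and 0.285 with an estimated correlation). The cation/calcium exchanger gene LOC105035915 had its largest log2FC under waterlogging, 3.08 (SE 0.29, adjusted p = 1.29e-06).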

Different Ca^2+^ sensors were found upregulated in response to multiple abiotic stresses, including two DEGs (LOC105057333 and LOC105049434) encoding CaM-like proteins (CMLs) and two DEGs (LOC105057189 and LOC105044794) encoding for CBL-interacting protein kinases (CIPKs) (**Supplementary Table S1**). Several DEGs encoding mitogen-activated protein kinase (MAPK) cascade (LOC105044664 and LOC105055153) and protein phosphatases 2C (PP2Cs; LOC105044947, LOC105044577, and LOC105057113) and numerous DEGs encoding for serine/threonine-specific protein phosphatases (PPPs, 14 DEGs) were involved in the ABA signaling pathway (**Figure 9**). Furthermore, phytohormone-related DEGs such as an auxin-repressed 12.5-kDa protein (LOC105042011 and LOC105053050) and ABA receptor PYL4-like (LOC105044738) that showed downregulation in response to multiple abiotic stresses were also identified in the oil palm CAST. These core DEGs are also identified as components of the CAST in rice (Cohen and Leach, 2019) and sesame (Dossa et al., 2019). 

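LOC105044664, the mitogen-activated protein kinase 5 gene, rose from 47.1 ± 8.9 CPM in control leaves to 399 ± 38.4 under drought, a log2FC of 3.09 (SE 0.29, adjusted p = 9.89e-07), and stood at 22.1 ± 5 CPM under cold, where its log2FC was −1.09 (SE 0.27, adjusted p = 0.00344), a call lost without control replicate 1 or cold replicate 3 (−0.93 in both cases) and with library totals in place of TMM factors (−0.80). The MAPKKK7-like gene LOC105055153 was lower in all 5 stresses, with log2FC from −1.26 (SE 0.17) under heat to −2.40 (SE 0.18) under waterlogging, from 64.7 ± 2.6 CPM in control leaves. Of the protein phosphatases 2C, negative regulators of abscisic acid signaling, LOC105044577 rose from 3.63 ± 1.75 CPM to 260 ± 19.6 under drought, a log2FC of 6.16 (SE 0.48, adjusted p = 1.92e-07), and LOC105057113 had log2FC of 7.33 (SE 0.57, adjusted p = 1.86e-07) under drought and 3.53 (SE 0.59, adjusted p = 0.000125) under cold. The protein phosphatase 2C gene LOC105044947 had log2FC from 1.44 (SE 0.23) under cold to 2.82 (SE 0.24) under salinity. The one other of the 4 that Table S1(g) lists, LOC105040470, was lower in all 5 stresses, with log2FC from −1.12 (SE 0.15) under drought to −1.41 (SE 0.15) under heat; its cold call was lost with library totals (−0.89) and with limma-trend on FPKM (−0.90). Thus 3 of the 4 were higher and 1 lower in all 5, also when adjusted over the list alone. The list was picked here by words in the descriptions of genes that the study chose on these samples, and is not independent evidence. Camera called it under drought, salinity and waterlogging (adjusted p = 0.0185, 0.0186 and 0.0399, and adjusted p = 0.267, 0.267 and 0.295 with an estimated correlation). Without waterlogging replicate 1 the adjusted p under waterlogging was 0.0509. Under heat it was 0.0795, and 0.0471 without heat replicate 1.

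**Figure D2:**
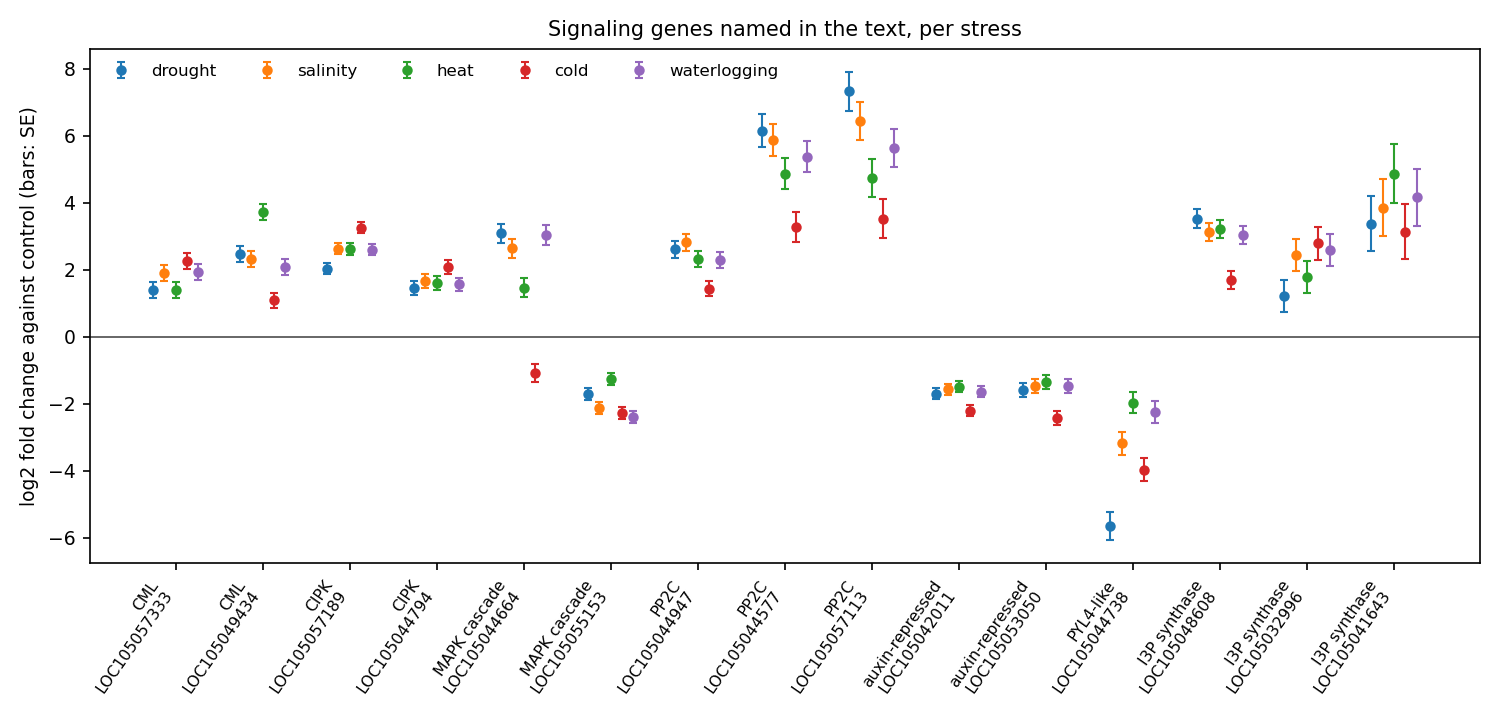
Log2FC against control leaves (y axis) of the 15 signaling genes that the paper's text names (x axis), by stress (colors). Points are edgeR estimates from 3 libraries per group, and bars the SE. LOC105044664 lies above 0 in 4 stresses and below 0 under cold, and the auxin-repressed, MAPKKK7-like and PYL4-like genes lie below 0 in all 5.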

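The auxin-repressed 12.5 kDa protein gene LOC105042011 was lower in all 5 stresses, with its largest fall under cold, a log2FC of −2.21 (SE 0.16, adjusted p = 4.31e-08), and its smallest under heat, a log2FC of −1.49 (SE 0.16, adjusted p = 2.15e-06). The auxin-repressed 12.5 kDa protein-like gene LOC105053050 had log2FC of −2.43 (SE 0.22, adjusted p = 3.1e-07) under cold and −1.35 (SE 0.21, adjusted p = 8.37e-05) under heat. LOC105044738, the PYL4-like receptor of abscisic acid, fell from 12.9 ± 0.948 CPM in control leaves to 0.261 ± 0.205 under drought, a log2FC of −5.64 (SE 0.42, adjusted p = 1.22e-07), and to 3.3 ± 0.348 under heat, a log2FC of −1.97 (SE 0.31, adjusted p = 0.000112). Under cold its log2FC was −3.97 (SE 0.35, adjusted p = 2.89e-07), and under salinity −3.18 (SE 0.34, adjusted p = 4.78e-06).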

In rice, overexpression of CIPKs enhanced transgenic rice tolerance to cold and drought stress with increased accumulation of proline and soluble sugar than wild type (Xiang et al., 2007). Likewise, MAPK-based signaling enhanced stress-induced proline accumulation exhibited in *Arabidopsis* overexpressing a maize MAPK gene, under cold and salt stress treatments (Kong et al., 2011). Proline acts as an osmolyte, ROS scavenger, and chaperone that stabilizes proteins and protects cells in response to various abiotic stresses; hence, this suggests the correlation between protein kinases and signaling in proline metabolism for stress response. Moreover, three upregulated core DEGs (LOC105048608, LOC105032996, and LOC105041643) significantly enriched in the GO term “inositol-3-phosphate synthase activity” (GO:0004512) were identified in the oil palm CAST. 

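LOC105048608, the most abundant of the 3 inositol-3-phosphate synthase genes, stood at 94.8 ± 30.6 CPM in control leaves and 1100 ± 231 under drought, a log2FC of 3.53 (SE 0.28, adjusted p = 2.01e-07), and had a log2FC of 1.70 (SE 0.26, adjusted p = 5.72e-05) under cold. LOC105041643 rose most under heat, from 13.2 ± 5.49 to 388 ± 57.6 CPM, with a log2FC of 4.88 (SE 0.89, adjusted p = 0.000339). LOC105032996 had a log2FC of 2.79 (SE 0.49, adjusted p = 0.0002) under cold and 2.59 (SE 0.49, adjusted p = 0.000489) under waterlogging, and of 1.22 (SE 0.47, adjusted p = 0.0474) under drought. That drought call was lost when any control or cold library, drought replicate 2 or 3, heat replicate 2 or waterlogging replicate 3 was left out, with library totals (0.94) and with limma-trend on FPKM (0.88), so that 2 of the 3 genes were higher under drought with either of these. All 3 genes of this term, inositol-3-phosphate synthase activity, which holds no other, were higher in each stress in the fit with TMM factors, and camera gave adjusted p of 0.0271, 0.00981, 0.0192, 0.0219 and 0.0492 under drought, salinity, waterlogging, heat and cold (adjusted p = 0.296, 0.259, 0.285, 0.292 and 0.353 with an estimated correlation). The camera call under cold was lost with the replicate number as a block (adjusted p = 0.0506) and with DESeq2 size factors (0.0537). For cold and control that pairing by number was taken from weak correlations in the data and is not given by the design. The call was also lost without control replicate 1 or 3, drought replicate 2, salinity replicate 2, heat replicate 2, cold replicate 2 or 3 or waterlogging replicate 3, with the highest adjusted p, 0.0637, without control replicate 1. The list was chosen by the study on these samples and is not independent evidence, and its counts are the same when adjusted over the list alone.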

Inositol-3-phosphate synthase is involved in the hydrogen sulfide (H_2_S) regulation of salt stress tolerance in cucumber (Jiang et al., 2020) and the crosstalk of Ca^2+^, phytohormone, and ROS signaling pathways (Jia et al., 2019). Inositol-3-phosphate synthase of oil palm may play a vital role in orchestrating the signal transduction of external stimuli involving core DEGs encoding kinases. This result suggests that oil palm CAST DEGs may play an important role in signaling transduction to allow rapid and concise abiotic stress responses under the regulation of core TFs, proteins, and metabolism.

Plants develop various strategies to protect and maintain the functionality of proteins during the onset of abiotic stress to ensure a higher survival. We identified core DEGs associated with the ubiquitin–proteasome pathway and protein stability in the oil palm CAST (**Figure 9**). The *E3 ubiquitin-protein ligase BOI-like* and *desumoylating isopeptidase 1* were upregulated in response to multiple abiotic stresses, suggesting their roles in protein modification and turnover under stress conditions. Conversely, DEGs such as the *U-box domain-containing protein 33-like*, *RING-H2 finger proteins*, and *Bowman-Birk type trypsin inhibitor-like* were downregulated, suggesting a fine-tuned balance in protein regulation. 

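LOC105037881, an E3 ligase gene in Fig. 9, rose from 0.271 ± 0.107 CPM in control leaves to 20 ± 1.4 under drought, a log2FC of 6.17 (SE 0.27, adjusted p = 3.72e-09), and had its smallest log2FC, 4.96 (SE 0.27, adjusted p = 2.08e-09), under heat. The other E3 ligase gene of that figure, LOC105048778, stood at 0.203 ± 0.152 CPM in control leaves and 4.39 ± 2.61 under salinity, with log2FC of 4.38 (SE 0.56, adjusted p = 2.37e-05) under salinity and 2.23 (SE 0.59, adjusted p = 0.00557) under heat. Both were higher in all 5 stresses, and 1 of them with limma-trend on FPKM. The genes were read from the figure, which shows core DEGs that the study called on these samples, so their directions are not independent evidence. Desumoylating isopeptidase 1 is not analysed here.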

A study in rice reported that the *RING finger protein 1* (*OsDHSRP1*) negatively regulates abiotic stress-responsive gene expression under drought, heat, and salt stress conditions (Kim et al., 2020). Overexpression of the *Small Ubiquitin-Like Modifier protease OTS1* gene enhances drought tolerance in sugarcane, and this further emphasizes the role of ubiquitin-related pathways in stress resilience (Masoabi et al., 2023). Additionally, an ion toxicity abiotic stress study in oil palm revealed that the gene encoding Bowman-Birk-type trypsin inhibitor-like, a member of the protease inhibitor family involved in biological-defensive functions, exhibited the highest score in co-expression networks under aluminum stress response (Mejia-Alvarado et al., 2023). These results further provide insight into oil palm’s diverse molecular strategies for progressive responsive adjustment to maintain protein stability and function during early exposure to various abiotic stresses.

Furthermore, we discovered downregulation of six core DEGs encoding for cytochrome P450 (CYP) enzymes across five abiotic stresses in oil palm. CYPs are multifunctional oxidoreductase enzymes that contribute significantly to plant stress response, growth, and development processes by controlling the levels of hormones, fatty acids, sterols, cell wall components, and secondary metabolites (Chakraborty et al., 2023). The downregulation of CYP genes under stress conditions might be an adaptive strategy that helps plants to conserve energy for other vital metabolic processes for plant adaptation or to enhance the production of terpene compounds instead of terpenoid compounds, which are predominantly involved in plant–insect interaction (Boncan et al., 2020). Terpenes are secondary metabolites that function as sensing molecules or chemical mediators of interactions between plants and the environment. Our oil palm CAST showed upregulation of 3 core DEGs encoding for alpha-terpineol synthase-like (TPS). These TPS genes are crucial for terpenes biosynthesis and have been implicated in abiotic stress response and tolerance in plants, such as *C. sinensis* (Zhou et al., 2020), *R. communis* (Silva de Oliveira et al., 2022), and *G. pentaphyllum* (Ling et al., 2023). Hence, TSP and CYP in the CAST of oil palm may interplay in the strategic shifting of metabolic priorities to promote the synthesis of secondary metabolites like terpenes, to enhance stress tolerance and conserve resources for crucial adaptive functions. Overall, oil palm exhibited stress avoidance strategy that involves a variety of protective mechanisms including activation of stress-responsive and functional proteins, securing protein stability and diverting energy for critical metabolisms, to delay the impact of stress components under the short-term abiotic stress exposure.

### 4.3 Transcription factors as universal regulators in modulating oil palm abiotic stress responses

Plants respond and adapt to various environmental conditions by altering the transcription of various stress-responsive genes. This process is regulated by TFs through complex regulatory networks. In this study, we identified more than 50 different TF families responsive to five abiotic stresses. Among these, the most enriched TF families included AP2-ERF, myeloblastosis (MYB), bHLH, WRKY, NAC, C2H2, basic leucine zipper (bZIP), heat stress TF (HSF), and auxin response factor (ARF). A similar observation was reported in the leaf transcriptome of three oil palm varieties (*Bamenda* × *Ekona*, *Tanzania* × *Ekona*, and *E. oleifera* × *E. guineensis*), whereby MYB, AP2-EREBP, NAC, and WRKY were the most enriched TF families in response to cold stress (Saand et al., 2022). Notably, 55 DEGs were identified as core TFs across five abiotic stresses. Heatmap analysis of the 29 DEGs encoding core TFs revealed the potential of different members of AP2-ERF, MYB, WRKY, and NAC TF as universal regulators in modulating plant responses to multiple abiotic stresses (**Figure 7D**). This finding aligns with previous studies highlighting the significant roles of specific TFs in abiotic stress responses. For instance, AP2-ERF, bZIP, and MYBR1 families of rapeseed were identified as core abiotic stress TFs (Zhang et al., 2019), further highlighting the significance of these TF families in abiotic stress responses. In sesame, 18 TF families including AP2-ERF, MYB, bHLH, and WRKY were identified as core abiotic stress TFs (Dossa et al., 2019). Further investigation of two sesame hub genes, *SiERF5* and *SiNAC104*, in transgenic Arabidopsis exhibited enhanced fitness and performance under abiotic stresses conditions compared to wild type, leading to enhanced tolerance to drought, waterlogging, and osmotic stresses (Dossa et al., 2019). A genome-wide analysis of oil palm stress response also induced TFs including NAC (Xiao et al., 2018), AP2-ERF (Zhou and Yarra, 2021), and bZIP (Zhou and Yarra, 2022), confirming the involvement of these TF families in abiotic stress responses. In addition, overexpression of oil palm *EgMYB111* and *EgMYB157* genes in Arabidopsis enhanced antioxidant enzyme activities and photosynthetic rate, leading to improved tolerance towards salinity, cold, and drought stress (Zhou et al., 2022).

HSP TFs are molecular chaperones essential for maintaining vitality and functionality of proteins under stress conditions. In the pathway enrichment analysis of oil palm CAST, 13 upregulated DEGs were significantly enriched in the “protein processing in endoplasmic reticulum” pathway (egu04141). These 13 DEGs encode for sHSP and various classes of HSPs, highlighting their potential as universal functional proteins in abiotic stress responses. 

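Among the genes of protein processing in the endoplasmic reticulum in Fig. 6, LOC105041260 rose from 1.91 ± 0.299 CPM in control leaves to 2650 ± 146 under heat, a log2FC of 10.43 (SE 0.52, adjusted p = 8.58e-10), and had a log2FC of 3.00 (SE 0.41, adjusted p = 3e-05) under waterlogging. LOC105042017 rose most under drought, to 567 ± 47.2 CPM from 33.5 ± 6.18, with a log2FC of 4.08 (SE 0.22, adjusted p = 1.09e-08), against 3.39 (SE 0.22, adjusted p = 1.27e-08) under heat. LOC105047941 and LOC105046300 had log2FC of 6.34 (SE 0.23) and 6.22 (SE 0.25) under heat and 2.27 (SE 0.20) and 1.30 (SE 0.20) under cold. LOC105041935 had a log2FC of 9.25 (SE 0.40, adjusted p = 2.12e-10) under heat and 2.91 (SE 0.38, adjusted p = 2.84e-05) under salinity.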

Previous studies in oil palm leaves under drought stress reported that upregulation of *HSP70* (Azzeme et al., 2016) and differential expression pattern of *HSPs* was induced in response to cold stress (Saand et al., 2022) and heat stress (Maryanto et al., 2021). Additionally, *CssHsp-08*, *CsHsp40-70*, and *CsHsp70-06* from cucumber were upregulated under various abiotic stresses (Unel et al., 2023). Similarly, several HSPs have been identified in the CAST of sesame under abiotic stress conditions (Dossa et al., 2019). Furthermore, a study showed that ERF1 of *Arabidopsis* positively regulated heat tolerance by binding to the DRE *cis*-elements in the promoter of *HSP* to activate its expression (Cheng et al., 2013). The Arabidopsis ERF95 and ERF97 are also positive regulators of basal heat stress response that act downstream of ethylene signaling component EIN3 and regulate transcription of heat stress-responsive genes including *HSFA2, HSFA7a*, *HSP20-like*, and *HSPs* (Huang et al., 2020). Coincidentally in oil palm, six core DEGs encoded for ERF were upregulated in oil palm CAST, suggesting that these core HSPs may be regulated by the core ERF to establish protein stability and enhance stress resilience in oil palms. These findings collectively demonstrated the crucial roles of these core TF cascades in regulating downstream stress-responsive genes across various abiotic stress in the oil palm (**Figure 9**).

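The 7 ethylene-responsive transcription factor genes in Fig. 7D were higher in all 5 stresses, with median log2FC of 2.23 under drought, 2.81 under salinity, 2.24 under waterlogging, 1.74 under heat and 1.69 under cold. The study chose them as core DEGs on these samples, so that count is not independent evidence. LOC105039334, ERF061-like, rose from 1.58 ± 0.47 CPM in control leaves to 26 ± 6.68 under drought, a log2FC of 4.04 (SE 0.27, adjusted p = 6.09e-08), and to 5.96 ± 0.948 under cold, a log2FC of 1.91 (SE 0.27, adjusted p = 2.59e-05). LOC105037298, ERF071-like, had its largest log2FC under heat, 3.75 (SE 0.60, adjusted p = 0.000113), and LOC105048614, ERF060-like, under salinity, 2.81 (SE 0.37, adjusted p = 3.1e-05). LOC105045153, RAP2-3-like, was at 9.43 ± 1.61 CPM in control leaves and 48.9 ± 9.84 under heat, a log2FC of 2.37 (SE 0.31, adjusted p = 1.9e-05). Higher in all 5 were 5 of the 7 with limma-trend on FPKM, 1 with glmTreat and, with 1 library left out, 5 without control replicate 1 and 6 without control replicate 2: the cold call of LOC105050183 and the heat call of LOC105050545 were lost without control replicate 1 (1.00 and 1.21), the latter also without control replicate 2 (1.18).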

## 5 Summary

The oil palm comparative study identified DEGs induced by cold stress (5,300 DEGs), heat stress (4,114 DEGs), drought stress (3,751 DEGs), waterlogging stress (3,573 DEGs), and salinity stress (3,096 DEGs). Subsequent analysis unveiled the CAST of oil palm comprising 588 DEGs commonly expressed under drought, salinity, waterlogging, heat, and cold stress conditions. Both GO and pathway enrichment analyses of these DEGs in the CAST suggested their roles in signal transduction, transcription regulation, and abiotic stress responses including synthesis of osmolytes, secondary metabolites, and molecular chaperones. Moreover, we identified core DEGs that encoded for kinases, NAC TFs, HSPs, E3 ubiquitin-protein ligase, terpineol synthase, and cytochrome P450. These core DEGs may be the potential key modulators in the CAST of oil palm to restore homeostasis and enhance palm adaptation to various abiotic stresses. Further validation is required to confirm their function in conferring stress tolerance. Our findings unravel the key modulators within the CAST of oil palm, offering valuable insights for gene marker exploration and potential targets for gene editing to develop climate-resilient planting materials that thrive in unpredictable environments.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, PRJNA775831 https://www.ncbi.nlm.nih.gov/geo/, GSE242922.

How the deposited data were processed for this re-analysis (not part of the article)

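RNA of leaves from oil palm seedlings was sequenced in 18 libraries, 3 biological replicates of control, drought, salinity, heat, cold and waterlogging treatments, each replicate taken from 3 seedlings. The group of each library was taken from its title in the repository and the paper's methods, and each column of the tables carries the name of 1 library. Before deposit the authors removed reads with adapters, ambiguous bases or low quality, aligned the rest with TopHat2 to the oil palm reference genome of Singh et al., which the paper cites, allowing 2 mismatches, and counted the reads of each gene with HTSeq; these counts are whole numbers per gene and are not normalized. The version of the assembly, the HTSeq version and its strand setting are not given in the sources used here, so reads of overlapping or antisense genes, and of near-identical copies in gene families, cannot be told apart. The authors also deposited FPKM values, which are the same counts divided by a fixed length per gene and by the library total: the length recovered from the values deviates by at most 7.1e-08 in relative terms between libraries. The tables hold 30606 genes, of which 29750 have an NCBI gene number, written with the prefix LOC, and 856 are gene models that the authors added without one. Of the numbered genes 25941 matched an NCBI table of gene symbols for assembly EG11, which was used for names only, and 69 of them have a symbol other than the LOC number there. What a gene encodes was taken from the paper's text, figures and supplementary tables; other genes are given by number alone.

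The counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (a count of at least 10 at the median library size in the number of libraries of a group, and at least 15 in all), which left 23830 genes. Libraries were scaled by TMM (factors 0.783 to 1.359), and 1 quasi-likelihood model with a coefficient for each of the 6 groups and 12 residual degrees of freedom was fitted; the common biological coefficient of variation was 0.215. The 5 stresses were tested against control, and 10 pairs of stresses against each other. The SE of a log2FC is its size divided by the square root of its F statistic. The p-values were adjusted by Benjamini-Hochberg within each contrast. A DEG has an adjusted p under 0.05 and a change of at least 2-fold, the paper's thresholds, and a core DEG is one in all 5 stresses in any direction, the paper's definition. A stress-specific DEG is a DEG in 1 stress alone, and the count of those that also differ directly from each other stress is given with it. Levels are CPM of the TMM-adjusted library total, as mean ± SD over the 3 libraries of a group. Where a group has no read of a gene, the fold is a bound against a floor of 3 reads over the group, and where it has 1 to 3 reads the ratio is given with its 95% counting interval; floors and intervals cover counting error only, and reads are not independent molecules.

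Sets of genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 3, preset correlation 0.01), with p-values adjusted over the 245 tests of 49 lists and 5 stresses, and again with an estimated correlation. All lists come from tables of the paper, which the study made from these samples, so a list's direction is not independent evidence. The lists of receptor-like kinases, calcium genes and protein phosphatases 2C were cut from Table S1(g) by words in its descriptions. Lists fixed beforehand by words in gene descriptions, and markers of other cell types, were not analysed here, since descriptions of the genes beyond the paper's were not used. KEGG and transcription factor classes and the qRT-PCR measurements were not analysed here either. The genes named in the text follow a rule fixed before the data were examined: every gene that the paper names by number in its text, Table 2, Table S1(g) or Fig. 6, 7D or 9, whose values in the paper's tables had been seen; per stress the 5 DEGs in each direction with the largest change among those with a mean of at least 5 CPM in a group and the same direction in all 9 pairs of libraries; per list the 4 tested members with the highest mean CPM; for the core the 10 DEGs with the smallest maximum adjusted p; and per pair of stresses 5 in each direction. Not all of these are printed: where a gene has no description, at most 2 that rose and 2 that fell stand in 1 place. The few genes outside the rule are said to be chosen after their values were seen.

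Library totals ran from 14839345 to 22126971 counts. Counts were 102 to 105% of the pairs that the uniquely mapped reads in the paper's Table 1 make up. Between 24723 and 26402 genes had a read in a library. Spearman correlations were 0.969 to 0.989 within groups and 0.938 to 0.986 between groups. No libraries of a group were copies of each other: chi-square per degree of freedom between replicates was 17.0 to 96.8. Groups share replicate numbers, and neither the paper nor the sample labels tie a number to a shared day, tray or batch. Deviations of same-numbered libraries from their group means were correlated for each pair of groups: for control and cold alone all 3 pairs exceeded 0.1 (r = 0.19, 0.223 and 0.105), so for that comparison the numbers were taken to pair the libraries, from the data and not from the design, and the fit with the replicate number as a block was set beside it. The test was run first on simulated counts drawn from the control means, library sizes and dispersions, with 100 genes above 1 CPM changed per size among 22986 to 23009 genes. At an adjusted p under 0.05, the share of genes recovered with a change of 1 on the log2 scale was 58% for drought, 60% for salinity, 57% for waterlogging, 65% for heat and 73% for cold, and with a change of 2 it was 94% for drought, 86% for salinity, 92% for waterlogging, 92% for heat and 91% for cold. Unchanged genes called DEGs numbered 1 for drought, 1 for salinity, 3 for waterlogging, 3 for heat and 2 for cold. Far fewer genes were changed there than were called in the real contrasts, so neither these shares nor these numbers need hold for them. The alternatives, whose effect the closing section gives, were DESeq2 size factors, DESeq2 1.42.0 in 1 fit, separate fits per contrast with edgeR or DESeq2, no filter, a filter on mean FPKM, an adjusted p alone, a test against the 2-fold minimum (glmTreat), the replicate number as a block, each library left out in turn, and limma-trend on log2(FPKM + 1), whose pseudocount shrinks the changes of genes with low FPKM; for the lists also fry. Library totals in place of TMM factors, and a fit without waterlogging replicate 1 and salinity replicate 1, were added after the data had been seen. Tables were joined in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.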

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

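The tests of exchanged libraries and of library totals in place of TMM factors were chosen only after the results were seen. Some DEGs went in opposite directions under 2 stresses and also differed when those stresses were compared directly. There were 241 such genes for cold and waterlogging, 179 for drought and cold, 167 for salinity and cold, 146 for heat and cold, 79 for heat and waterlogging, 65 for drought and heat, 56 for salinity and heat, 20 for drought and waterlogging and 2 for drought and salinity. Those 2 are LOC105050253 and LOC105053758, named after their values were seen and without a description in the sources used here: the drought minus salinity difference was −2.88 (SE 0.34, adjusted p = 0.000242) and −2.20 (SE 0.26, adjusted p = 0.000234) on the log2 scale, but against control the drought call of LOC105050253 (−1.09) was lost without control replicate 1 or 3 (−0.98 and −0.87) and without drought replicate 1 or 3 (−0.97 and −1.10). For LOC105053758 the drought call (−1.14) was lost without control replicate 3 (−0.91) and the salinity call (1.06) without control replicate 1 or 2 or salinity replicate 1 (0.95, 0.98 and 0.88) and with library totals (0.73); limma-trend on FPKM called neither gene in opposite directions (drought −0.96 and −0.99). LOC105037305 and LOC105035265, heme binding genes in Fig. 6, were higher under heat than under cold by 5.81 (SE 0.56, adjusted p = 7.65e-07) and 4.14 (SE 0.38, adjusted p = 4.76e-07), and the call of the latter as higher under heat than in control leaves (1.07) was lost without control replicate 1 (0.97) and with library totals (0.93). LOC105039810, calsequestrin-1-like in Table S1, differed by 5.05 (SE 0.38, adjusted p = 6.77e-08) in the same comparison, with a log2FC against control of 1.09 (SE 0.30) under heat, lost without control replicate 2 (0.86), with library totals (0.94) and with limma-trend on FPKM (0.88), and of −3.95 (SE 0.38) under cold. The mitogen-activated protein kinase 5 gene LOC105044664 and the receptor-like kinase gene LOC105060930 were higher under drought than under cold by 4.17 (SE 0.31, adjusted p = 5.28e-08) and 4.78 (SE 0.31, adjusted p = 2e-08); against control the cold call of the former (−1.09) was lost without control replicate 1 or cold replicate 3 (−0.93 both times) and with library totals (−0.80). All 21 light-harvesting genes were lower under cold than under waterlogging (median difference −3.12), and against control their medians with library totals were −1.00 under cold and 1.26 under waterlogging, on the same sides of 0 as with TMM. Among the gene models that the authors added and the paper does not discuss, 41 were DEGs in all 5 stresses. One of them, Novel00769, chosen after its value was seen, had 3 reads in the 3 control libraries together and 128 ± 44.9 CPM under drought, 2450 times as many for the depth (95% counting interval 838 to 11900).

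Few genes differed directly between salinity and waterlogging: 148, against 661 between drought and salinity and 1674 between drought and waterlogging. A wide spread of the waterlogging libraries, which could hide differences, cannot be told apart from the effect of single libraries: without waterlogging replicate 1, which stands apart, the count was 72, less than that explanation needs, while without waterlogging replicate 3 it was 630, and it was 52 without waterlogging replicate 2 and 63 and 62 without salinity replicates 2 and 3. An exchange of libraries between both groups stays open: 2 libraries, salinity replicate 1 and waterlogging replicate 3, had a higher median correlation with the other group (0.394 and 0.377) than with their own (0.367 and 0.317), over centred log2 CPM of all genes tested. Of the 10 splits of these 6 libraries, too few for a share under 0.05, the one that trades these libraries gave 447 genes in edgeR against 148 for the real one. That split follows from the same correlations and adds no separate evidence. By contrast, the plastid share of the counts, 0.003 to 0.004% in the salinity and 0.007 to 0.008% in the waterlogging libraries, runs with the labels. So does the share on the gene models that the authors added, 0.716 to 0.813% (0.813% in replicate 1) and 0.971 to 1.423% (0.971% in replicate 3). No label was changed, and a like response of the leaves to salt and to waterlogging, the biological explanation that the design gives, stays open and was not tested.

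A core of 811 genes were DEGs in all 5 stresses, all measured against the same 3 control libraries. Chance values of the shared controls stay open: unchanged groups simulated with controls from the same means gave at most 0 such genes in edgeR in 20 runs. With no gene changed, the adjustment of p leaves almost no call, so that number could hardly come out otherwise. It cannot show how far these 3 control libraries deviate by chance. Any group as the base stays open as an account of the count: 765 genes set control apart from all 5 stresses in 1 direction, but 1345 set cold apart from the other 5 groups, and 592 did so for heat, 125 for drought, 25 for waterlogging and 1 for salinity. A response that the 5 stresses have in common may account for the core, and so may anything else that set the control seedlings apart; no test here parts these. In 60 divisions of the 18 libraries into 6 groups the highest other number was 513, which argues against a random assignment of libraries to groups. These divisions mix the treatments, so any real difference between groups could give that result. They do not test what the stresses have in common.

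More DEGs were higher than lower under drought (60.8%), salinity (68.2%), waterlogging (61.5%) and heat (57%). A few abundant genes stay open: without the 50 genes of highest mean CPM, which hold 17% of the counts, the share changed most under heat, by −1.6 percentage points. TMM trims the most abundant genes when it sets its factors, so their removal could hardly move the share and does not decide. Depth is argued against, since with every library thinned to 14839345 counts the largest change was 0.8 percentage points. The scaling stays open, since its test is void: library totals move the median log2FC of all genes to −0.33 under drought, −0.36 under salinity, −0.46 under waterlogging and −0.14 under heat (−0.05, −0.04, −0.05 and 0.00 with TMM), and the share of higher DEGs moves with it, to 39.4, 38.4, 28.9 (a change of −32.6 points) and 45.3%. With limma-trend on FPKM, which uses the same totals, the share was 48.4, 47.2, 35.1 and 48.9%; which scaling is right was not tested, nor was a real excess of induced genes, the explanation by treatment.

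Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05. Every split but the real one mixes the 2 groups, so a real difference widens the spread within the mixed groups and few calls can follow. The low counts of the other splits are therefore no separate evidence. In edgeR the real split against control gave 4209 DEGs for drought, 3683 for salinity, 4668 for waterlogging and 4796 for heat, with 0 the highest of the other splits in each, and 5963 for cold, with 1, the splits that also part each pair of same-numbered libraries included. Between stresses it gave 661 for drought and salinity, 3926 for drought and heat, 6419 for drought and cold, 3366 for salinity and heat, 5558 for salinity and cold, 5276 for heat and cold, 3819 for heat and waterlogging and 5902 for cold and waterlogging, with 0 the highest other in each, and 1674 for drought and waterlogging, with 2. For the 5012 stress-specific DEGs the highest other number in the 60 divisions into 6 groups was 1383. That argues only against a random assignment of libraries to groups, since these divisions mix the treatments. The 150 calls of gene lists by camera were reached in 2 of the 60 divisions, the real one included, and the highest other number was 151; the study chose these lists on the real groups, so nothing follows from that count about chance.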

How the results depend on the processing

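The tests with library totals and without waterlogging replicate 1 and salinity replicate 1 were chosen only after the results were seen. Of 29 counts, each under up to 33 alternatives, 774 values lay within 1.5 times the count reported and 88 did not; where no cause is given below, the cause was not tested. Among the 1870 log2FC of genes given by the rule for named genes or named beside it, 2 changed their sign with a call under an alternative: that of LOC105047119 under drought, −0.34 (adjusted p = 0.887), was 7.26 without control replicate 3 and down to −0.92 with another library left out, and that of LOC105041497 under waterlogging, 5.04 (adjusted p = 0.0362), was −0.87 without waterlogging replicate 1, −0.87 without salinity replicate 1 as well and up to 5.62 with another library left out. Calls were lost for 442 of them with glmTreat, 265 with limma-trend on FPKM, 112 with library totals and 196 without 1 or more of the libraries. With edgeR pairwise 30 of the 1644 that it gave were lost, and with DESeq2 pairwise 49 of 1864. Of the DEGs against control, 98.2 to 99.8% per stress were called the same way with DESeq2 size factors, 97.8 to 99% with DESeq2 in 1 fit, 83.3 to 94.7% with edgeR pairwise, 91.9 to 93.1% with a filter on mean FPKM, 36.7 to 44.9% with glmTreat, 52.7 to 60.8% with limma-trend and 75.6 to 89.3% with library totals. Replicate numbers were taken to pair the libraries of control and cold only, from weak correlations in the data and not from the design. Over the 45 pairs of same-numbered libraries in all groups the deviations from the group means correlated at −0.272 to 0.259 (median −0.019), and 12 pairs exceeded 0.1. That leaves open that the control and cold values arose by chance. The mean correlation with libraries of the other groups was highest for its own number in 6 of the 18 libraries. With a replicate block the core held 800 genes and 4193, 3670, 4764, 5942 and 4607 DEGs were called for drought, salinity, heat, cold and waterlogging. Under cold the block ended the calls of LOC105034244 (2.57) and LOC105058700 (1.75) and those by camera of inositol-3-phosphate synthase activity (adjusted p = 0.0492 and, blocked, 0.0506) and photosystem i reaction center (0.0465 and 0.0546), made calls of LOC105036086, LOC105041497 and LOC105053103 (3.25, 4.34 and 1.80) and of flavonoid biosynthetic process (0.0513 and 0.0487), and changed no other cold call of a named gene or list. At a true size of 1 on the log2 scale 57 to 73% of simulated changes passed the adjusted p at the depth, spread and 3 libraries per group of these data. Only 100 genes per size were changed there, whereas 10065 to 13144 genes passed the adjusted p in the real contrasts against control. The share that passes depends on how many genes change, so 57 to 73% need not hold for these data. Depth was not varied there, and genes below the count filter were not tested.

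In the orders just given, an adjusted p alone, which drops the fold minimum, gave 10152, 10065, 11763, 13144 and 11296 genes, a core of 3408, and 69 drought and 14 waterlogging genes that were specific and differed directly from each other stress (142 and 32 as reported). Between stresses, in the order drought with salinity, heat, cold and waterlogging, salinity with heat, cold and waterlogging, heat with cold and waterlogging, and cold with waterlogging, it gave 2008, 9982, 13321, 5014, 8980, 12539, 335, 12039, 9426 and 12699 genes, 86343 in all, against 661, 3926, 6419, 1674, 3366, 5558, 148, 5276, 3819 and 5902, 36749 in all, as reported. The stricter glmTreat gave 1841, 1350, 1818, 2679 and 1752 DEGs, a core of 187, 3119 specific DEGs (56 for salinity, 680 for heat, 1601 for cold, 386 for waterlogging), of which 2 for drought, 142 for heat, 333 for cold and 0 for waterlogging differed from each other stress, and 28, 1133, 2988, 300, 930, 2524, 0, 2276, 1238 and 2789 genes between stresses, 14206 in all. For salinity and waterlogging edgeR without the fold in the test gave 4260 genes at an unadjusted p under 0.05. DESeq2 in 1 fit gave 397 genes between salinity and waterlogging, DESeq2 pairwise 278 and edgeR pairwise 9; DESeq2 pairwise gave 1081 between drought and salinity. Specific DEGs that differ from each other stress numbered 3 for salinity and 77 for waterlogging with DESeq2 in 1 fit, 2 for salinity with DESeq2 pairwise, 94 for drought and 0 for waterlogging with edgeR pairwise; for salinity edgeR in 1 fit gave 0, and 8 at an unadjusted p under 0.05. With limma-trend there were 3095 heat DEGs, 92 specific salinity DEGs, 1 of them differing from each other stress, and 377, 2328 and 1055 genes between drought and salinity, heat and waterlogging, 1932 between salinity and heat and 2294 between heat and waterlogging. Library totals gave 1127 specific waterlogging DEGs, 1 specific salinity DEG that differs from each other stress and 9464 genes between cold and waterlogging, and the fit without waterlogging replicate 1 and salinity replicate 1 65 between salinity and waterlogging and 17 specific waterlogging DEGs that differ from each other stress. Of 150 calls of gene lists by camera, 31 held with an estimated correlation, 146 with DESeq2 size factors and 148 with a replicate block, and left-out libraries gave 143 to 154. With fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, all of these lists passed; this is another question and does not bear on camera's comparison.

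With 1 of the 18 libraries left out, the genes between drought and salinity ranged over 313 to 896 (313 and 413 without drought replicates 1 and 2), and those between salinity and waterlogging over 52 to 630 (72, 52 and 630 without waterlogging replicates 1, 2 and 3, 63 and 62 without salinity replicates 2 and 3). Specific DEGs that differ from each other stress ranged over 77 to 190 for drought (77 and 91 without drought replicates 1 and 2), 0 to 4 for salinity (4 without salinity replicate 3, 1 without drought replicate 2) and 3 to 158 for waterlogging (16, 5 and 158 without waterlogging replicates 1, 2 and 3, 3 and 5 without salinity replicates 2 and 3, 18 and 21 without control replicates 1 and 3, 18 and 20 without drought replicates 1 and 2). The highest values for drought with salinity and for specific drought genes came without waterlogging replicate 1 (896 and 190). The other counts stayed within 1.5 times: the core at 676 to 857, and DEGs at 3886 to 4414 for drought, 3243 to 3847 for salinity, 4448 to 4998 for heat, 5672 to 6198 for cold and 4284 to 5057 for waterlogging.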

Differences from the paper's values

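The fit without waterlogging replicate 1 and salinity replicate 1 was chosen only after the results were seen; the other tests named here were set before the data were examined. The paper called its DEGs with the DESeq package, which was not run here. All differences below therefore set edgeR's calls beside those of another test. For the DEGs lower under waterlogging the paper gives 1190, and here there were 1795, at the same thresholds. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with DESeq2 size factors (1738), edgeR pairwise (1439), DESeq2 pairwise (1498), a filter on mean FPKM (1653) and a replicate block (1774), and outside it with DESeq2 in 1 fit (1859), no filter (1880), an adjusted p alone (5556), glmTreat (407) and limma-trend on FPKM (2283). With 1 library left out it was 1535 to 2098, outside it in 12 of 18 fits and within it in 6.

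The paper ranks drought above waterlogging by the number of DEGs, whereas here waterlogging had 4668 and drought 4209. Drought had more with edgeR pairwise (4076 and 3945 for drought and waterlogging), DESeq2 pairwise (4320 and 4277), glmTreat (1841 and 1752) and without waterlogging replicate 1 (4414 and 4413), and waterlogging had more in the other 17 of 18 fits with a library left out. The paper presents the genes of its Table 2 as unique to 1 stress each. Of 51 genes listed there 37 were tested and 36 were DEGs in their own stress, of which 15 were DEGs in that stress alone and 21 in another one too. The tested gene that was not a DEG is LOC105056444, an anthocyanin regulatory C1-like gene listed for drought: its log2FC was 4.31 (SE 1.70, adjusted p = 0.0526), from 0.17 ± 0.178 to 3.47 ± 0.716 CPM. It was called with edgeR pairwise (adjusted p = 0.00144), DESeq2 pairwise (4.42e-11), limma-trend on FPKM (0.0248), without salinity replicate 3 (0.0407), without cold replicate 2 (0.0441), without waterlogging replicates 1, 2 or 3 (0.035, 0.0396 and 0.0185) and in the fit chosen after the values were seen (0.0416); over all alternatives its adjusted p ran from 4.42e-11 to 0.254. All 37 tested log2FC of Table 2 and 75 compared ones of Table S1(f) had the paper's sign and lay within 1 SE of the values here. Both sets come from the same libraries, so this closeness compares 2 calculations and not 2 experiments.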

Other observations

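The test with library totals in place of TMM factors was chosen only after the results were seen. Genes of the non-oxidative branch of the pentose-phosphate shunt, which interconverts sugar phosphates, were higher under salinity and waterlogging (all 5 of the term) and under drought (4), with median log2FC of 1.39, 1.94 and 1.33 (camera, adjusted p = 0.00051, 0.00034 and 0.00431; adjusted p = 0.0327, 0.0286 and 0.0711 with an estimated correlation). Under heat 2 and under cold 2 were higher, and camera made no call (adjusted p = 0.0538 and 0.101); the number under cold was 0 without control replicate 1 and 1 without cold replicate 3, and camera made a call under heat without control replicate 3, drought replicate 1 or 2, heat replicate 3 or waterlogging replicate 3 (0.0387 to 0.0461). LOC105047057 of this term rose from 30 ± 9.93 CPM in control leaves to 136 ± 29 under salinity and 175 ± 38.7 under waterlogging, with log2FC of 2.18 (SE 0.25, adjusted p = 8.06e-06) and 2.54 (SE 0.25, adjusted p = 1.84e-06). Of 7 genes of cysteine biosynthesis, from a term of 15, 5 were higher under drought, 6 higher and 1 lower under salinity, 5 higher under waterlogging, 5 under heat and 3 under cold. Their median log2FC was 2.56 under drought, 2.79 under salinity, 2.44 under waterlogging and 1.70 under heat (camera, adjusted p = 0.00134, 0.000611, 0.00136 and 0.0178; adjusted p = 0.191, 0.157, 0.191 and 0.285 with an estimated correlation), and 0.94 under cold, where camera did not call them (adjusted p = 0.418). LOC105050935 of this group rose from 147 ± 17.9 CPM to 1070 ± 72.6 under drought, 1920 ± 499 under salinity and 1890 ± 646 under waterlogging, whereas it stood at 131 ± 17.2 CPM under cold, where its log2FC was −0.16 (SE 0.23, adjusted p = 0.587); the salinity minus cold difference was 3.87 (SE 0.26, adjusted p = 4.28e-08). The study listed both groups for salinity on these samples, so they are not independent evidence, and their counts are the same when adjusted over the list alone. With library totals 3, 4, 2, 3 and 5 pentose-phosphate genes and 4, 5, 4, 4 and 4 cysteine genes were higher under drought, salinity, heat, cold and waterlogging, and with limma-trend on FPKM 1, 2, 1, 2 and 4 pentose-phosphate genes. Under drought and waterlogging 1 cysteine gene was lower with library totals and with limma-trend, and 1 was lower under drought without control replicate 1 and under waterlogging without control replicate 1 or waterlogging replicate 1.

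Of 22 genes of protein dephosphorylation, from a term of 66, 21 were higher and 1 lower under waterlogging, 13 higher under drought (14 adjusted over the list alone, where the other counts are the same), 15 higher and 1 lower under salinity, 9 higher under heat and 8 higher and 1 lower under cold. The median log2FC was 2.09 under waterlogging, 1.47 under drought, 1.64 under salinity, 0.97 under heat and 0.55 under cold (camera, adjusted p = 2.22e-11, 3.71e-09, 6.79e-09, 0.0138 and 0.0464; adjusted p = 0.0397, 0.0624, 0.0657, 0.358 and 0.442 with an estimated correlation), and the call under cold was lost without control replicate 2, cold replicate 1 or waterlogging replicate 1 (0.0516 to 0.0632). LOC105057297 of this group rose from 23 ± 0.764 to 97 ± 14.9 CPM under drought, a log2FC of 2.08 (SE 0.15, adjusted p = 8.6e-08). All 3 genes of glycine catabolism were higher under drought, salinity and waterlogging, with medians of 1.21, 1.32 and 1.76 (camera, adjusted p = 0.0163, 0.0171 and 0.0121; adjusted p = 0.285, 0.285 and 0.279 with an estimated correlation), but with library totals 1, 1 and 2 were, as with limma-trend on FPKM. Under heat and cold none of them was a DEG, with medians of 0.53 and −0.51 (camera, adjusted p = 0.362 and 0.36), and 1 was lower under cold without control replicate 1 or cold replicate 3. Their member LOC105060641 rose from 370 ± 48.8 to 1330 ± 2.46 CPM under drought and stood at 260 ± 28.4 CPM under cold, and the cold minus waterlogging difference was −2.27 (SE 0.22, adjusted p = 1.02e-06) on the log2 scale. Of 7 carotenoid biosynthesis genes, from a term of 11, 6 were higher and 1 lower under waterlogging (median log2FC 1.33; camera, adjusted p = 0.00141, and adjusted p = 0.19 with an estimated correlation), with library totals 3 and 1, and with limma-trend 3 and 0. Under drought 4, under salinity 4 and under heat 3 were higher, and 1 was lower under salinity, with medians of 1.07, 1.08 and 0.86 (camera, adjusted p = 0.00363, 0.00195 and 0.0085; adjusted p = 0.212, 0.198 and 0.25 with an estimated correlation). Under cold 3 were higher and 2 lower, with a median of 0.95, a mean of −0.40 and no camera call (adjusted p = 0.226). With library totals, and equally with limma-trend, 2, 1, 2 and 4 were higher under drought, salinity, heat and cold; 1 was lower under drought without drought replicate 1, none under salinity with limma-trend or without control replicate 1 or 3 or salinity replicate 1 or 2, and 1 under cold with limma-trend. LOC105043314 of this group rose from 21.1 ± 5.25 to 256 ± 59.2 CPM under drought, with log2FC of 3.60 (SE 0.31, adjusted p = 4.29e-07) there and 3.03 (SE 0.30, adjusted p = 1.94e-06) under waterlogging, and LOC105054212 had log2FC of −2.07 (SE 0.33, adjusted p = 7.71e-05) under cold and 1.63 (SE 0.32, adjusted p = 0.000618) under waterlogging and differed between them by −3.71 (SE 0.35, adjusted p = 6.1e-07). These lists too were chosen by the study on the same samples and are not independent evidence; with library totals 11, 14, 9, 9 and 16 dephosphorylation genes were higher under drought, salinity, heat, cold and waterlogging, and with limma-trend 8, 8, 4, 9 and 12. Lower were 2 of them under heat with library totals or without control replicate 2 or heat replicate 2 and 1 with limma-trend or without heat replicate 3, 1 under drought with library totals and with limma-trend, none under cold with either or without cold replicate 3, and none under waterlogging without waterlogging replicate 3.

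The 10 most abundant genes of each library held 7.84 ± 0.575% of the counts in control leaves (mean and SD, n = 3), 8.45 ± 0.794% under drought, 11.2 ± 0.992% under salinity, 12.6 ± 1.23% under waterlogging, 8.84 ± 0.861% under heat and 4.73 ± 0.592% under cold. Of the gene models that the authors added, 744 were tested, and the share that were DEGs was 23.5% under drought, 23.7% under salinity, 28.5% under waterlogging, 30.4% under heat and 31.5% under cold, against 17.5, 15.2, 19.3, 19.8 and 24.8% of the other genes in the same order; the difference was not tested. In the paper's Table S2, all 19 molecular function entries for salinity have the same values as the drought entry at the same place, and of 18 whose term size also stands elsewhere in the table all 18 have another size there, so no list was taken from them.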
